# HP1B is a euchromatic Drosophila HP1 homolog with links to metabolism

**DOI:** 10.1371/journal.pone.0205867

**Published:** 2018-10-22

**Authors:** Benjamin B. Mills, Andrew D. Thomas, Nicole C. Riddle

## Abstract

Heterochromatin Protein 1 (HP1) proteins are an important family of chromosomal proteins conserved among all major eukaryotic lineages. While HP1 proteins are best known for their role in heterochromatin, many HP1 proteins function in euchromatin as well. As a group, HP1 proteins carry out diverse functions, playing roles in the regulation of gene expression, genome stability, chromatin structure, and DNA repair. While the heterochromatic HP1 proteins are well studied, our knowledge of HP1 proteins with euchromatic distribution is lagging behind. We have created the first mutations in HP1B, a Drosophila HP1 protein with euchromatic function, and the Drosophila homolog most closely related to mammalian HP1α, HP1β, and HP1γ. We find that HP1B is a non-essential protein in Drosophila, with mutations affecting fertility and animal activity levels. In addition, animals lacking HP1B show altered food intake and higher body fat levels. Gene expression analysis of animals lacking HP1B demonstrates that genes with functions in various metabolic processes are affected primarily by HP1B loss. Our findings suggest that there is a link between the chromatin protein HP1B and the regulation of metabolism.

## Introduction

Regulation of gene expression is an essential process. Errors in gene regulation lead to aberrant transcription or silencing, which in turn impact the fitness, health, and survival of the organism. In eukaryotes, chromatin, the composite of DNA and its associated proteins, mediates important aspects of gene regulation. Specific chromatin types are formed depending on the positioning of nucleosomes, the post-translational modification of the histones within the nucleosome, and the types of chromosomal proteins present. The simplest models distinguish two basic chromatin types, heterochromatin and euchromatin, but more elaborate models exist as well [1–3]. Generally speaking, euchromatin encompasses gene-rich, transcriptionally active sequences, while heterochromatin contains highly condensed, repeat-rich, transcriptionally inactive regions [4]. These chromatin types are biochemically distinct, and chromosomal proteins carry out a variety of functions in specifying the distinct chromatin structures. Some are histone modifying enzymes, nucleosome remodelers, or boundary proteins, while others serve as structural components of chromatin. Regardless of their specific molecular function, chromosomal proteins are crucial for gene regulation.

The Heterochromatin Protein 1 (HP1) proteins are a family of chromosomal proteins that carry out roles in gene regulation, genome stability, and DNA repair [5, 6]. HP1 proteins have been linked to cancer, and they also appear to contribute to cellular senescence [7–9]. The protein family is highly conserved, and HP1 proteins are found in the plant, animal, and fungal lineages (TFL2 in Arabidopsis, SWI6 in *S*. *pombe*, and HP1α, HP1β, and HP1γ in humans) [10, 11]. Two conserved domains characterize HP1 family proteins, an N-terminal chromo domain and a C-terminal chromo shadow domain [12]. A variable hinge domain connects these two conserved domains, and N- and/or C-terminal tails exist as well. The chromo domain is important for interactions of HP1 proteins with the chromatin (via its interaction with histone 3 methylated at lysine 9 [13–18]) and is critical for localization to specific genomic regions [6, 11]. Other parts of the HP1 proteins, however, appear to contribute to the genomic localization as well [19]. The chromo shadow domain can mediate dimerization between two HP1 molecules [20–22]. It is unclear however, if all HP1 proteins form dimers, be they homodimers or heterodimers. For HP1 molecules that dimerize, the protein surface created by dimerization is important for the interaction with other protein partners [21, 23]. Via the two conserved domains and various protein interactions, HP1 family members are able to contribute to many cellular processes, including transcription regulation.

Most eukaryotic genomes contain several genes encoding HP1 proteins. Usually, some of these proteins exhibit the characteristics that one typically associates with the term “heterochromatin protein”–a structural component of heterochromatin that has a silencing effect on gene expression [24, 25]. These members of the HP1 family tend to be encoded by essential genes, as the proteins are required for centromere function and loss leads to cell division defects [24]. If additional HP1 paralogs are present, they tend to have functions separate from (and not redundant with) the classical heterochromatin function. Their localization pattern in the genome is distinct, as is their impact on gene regulation. For example, both humans and Drosophila have three somatic HP1 proteins [in addition, Drosophila has two germline-specific HP1s [26] and several partial HP1 derivatives [27]], HP1a, HP1B, and HP1C in Drosophila, and HP1α, HP1β, and HP1γ in humans (CBX5, CBX1, and CBX3). HP1a and HP1α are predominantly associated with heterochromatic regions of the genome [25, 28]. HP1B and HP1β are described as localizing to euchromatin and heterochromatin, while localization of HP1C and HP1γ is reported as predominantly euchromatic [19, 28]. While the role of HP1 proteins in heterochromatin formation is well understood, less is known about the function of HP1 proteins in euchromatin.

HP1B in Drosophila localizes to heterochromatin and euchromatin and can serve as model for the HP1 proteins that do not show the classical heterochromatic localization. It is also the Drosophila HP1 paralog most closely related to the mammalian HP1 proteins [6, 11]. The goal of this study was to understand the basic function of HP1B, as HP1B, contrary to other HP1 proteins, is poorly characterized. We generated null-mutations in *HP1b* and show that *HP1b* is a non-essential gene. Despite its non-essential nature, HP1B is important for organism health, as loss leads to decreased offspring number in females and lowered activity levels in both larvae and adults. In addition, animals lacking HP1B have altered food intake and body composition. Combined with the phenotypic characterization, gene expression analysis of the *HP1b* mutants and a targeted metabolite analysis suggest that loss of HP1B results in altered metabolism in these animals. Thus, our study provides a novel link between an HP1 family protein and metabolism.

## Materials and methods

### Fly culture

All fly lines were cultivated on standard cornmeal-sucrose media [29] or Jazzmix Drosophila media (Fisher Scientific) at 25°C and 70% humidity. Animals other than those used for the fertility and PEV assays, were raised under controlled 12h light/ 12h dark cycle. The starting stock to generate the new *HP1b* alleles carrying the P{PTT-GB}HP1b^CB02849^ insertion was obtained from the Carnegie Protein Trap Library [30]. The insertion is located in the 5’ UTR of *HP1b*.

### Generation of *HP1b* mutant alleles

The *P* element of *HP1b*^*CB02849*^ was mobilized by crossing homozygous females (*HP1b*^*CB02849-mw*^, *y*^-^*/HP1b*^*CB02849-mw*^, *y*^-^) to males containing the Δ2–3 *P* element transposase (w*; ry^*506*^ *Sb*^*1*^ *P{Δ2–3}99B/TM6B*, *Tb*^*1*^; Bloomington Drosophila Stock Center #1798). From the F1 population, males with the *HP1b*^*CB02849*^ allele and the Δ2–3 *P* element transposase were selected (by the *Sb*^*1*^ phenotype) and crossed to balancer females (*FM7j*, *B*^*1*^, *y*^-^, *w*^-^*/Df(1)ED6957*^*HP1b*^, *y*^+^, *w*^*mw*^; derived from Bloomington Drosophila Stock Center #8033). The *HP1b*^*CB02849*^ transgene contains a copy of *mini-white* (*mw*), resulting in red eye pigmentation (*mw*). Thus, putative *HP1b* mutants with the FM7j balancer (HP1b*, *y*^-^*/FM7j*, *B*^*1*^, *y*^-^, *w*^-^*)* among the progeny from the cross were identified based on the lack of red eye color and the presence of a *y*^-^ phenotype, indicating the removal of the P{PTT-GB}HP1b^CB02849^ insertion. Putative mutants also were required to lack the Δ2–3 *P* element transposase by selecting against the *Sb*^*1*^ phenotype. From 130 single male crosses set up in step 2, 89 female offspring lacking red eye color and with a *y*^-^ phenotype were identified. Stocks were established, and males (HP1b*/Y) were screened by PCR (5’–CTA GCG CAC GTG CAA CGC AAC– 3’; 5’–ATA AAG GCG CTA GGT GGG CAG C -3’) to identify deletions. In addition to many small insertions, we identified three deletion alleles: *HP1b*^*16*^ (Δ539bp), *HP1b*^*86*^ (Δ1078bp), and *HP1b*^*49*^ (Δ1309bp). Prior to carrying out the analyses described below, the *HP1b*^*16*^ (Δ539bp) and *HP1b*^*86*^ (Δ1078bp) alleles that are characterized in detail here were backcrossed into to a *y*^-^*w*^-^ (*yw*) control strain for 6 generations to minimize genetic background effects.

### RT-PCR analysis

RNA was isolated from 2-4h embryos using Trizol according to the manufacturer’s recommendations (Invitrogen). The RNA was DNase treated and cDNA was prepared using Superscript III reverse transcriptase according to the manufacturer’s recommendations (Invitrogen). The cDNA was assayed for the presence of specific transcripts using PCR and the following primer combinations: *APC4* (nested PCR; primer set 1: 5’–GTC ACC TTT CCC ACG CCC GG– 3’ and 5’–CGT ACG GCT GGG AAT TGG CGT -3’; primer set 2: 5’–GAC GCC GAG AGC GGA ACG AT– 3’ and 5’–TGA GAT CGA TGC TGC CCG CC– 3’), *HP1b* (5’–TCC GCG CAG CGA AAA CAC CT– 3’; 5’–TAC CAT TGC CGC TGC CCG TG– 3’), *CG7426* (5’–TGC AGC TTG CCC GTG AGC TC– 3’; 5’–AGC GCC TGC TGC CGG AAT AC -3’), and *Rpl32* (positive control; 5’–CGA TCT CGC CGC AGT AAA C– 3’; 5’–CTT CAT CCG CCA CCA GTC G– 3’).

### Western blot

Nuclei were isolated from 20 flies of each genotype. Briefly, the animals were homogenized with a dounce homgenizer in lysis buffer (20mM HEPES, pH7.5; 10mM KCl; 3mM MgCl_2_; 0.2mM EGTA; 0.25mM sucrose; 0.5% NP-40; 1mM DTT; 1x protease inhibitor cocktail). The homogenate was filtered (Miracloth), and the nuclei pelleted by centrifugation (4°C; 15min.; 6000xg). The nuclei were washed twice with wash buffer (20mM HEPES, pH7.5; 10mM KCl; 3mM MgCl_2_; 0.2mM EGTA; 1mM DTT; 1x protease inhibitor cocktail), and then resuspended in RIPA buffer (50mM Tris-HCl, pH8.0; 2mM EDTA; 150mM NaCl; 0.5% Na deoxycholate; 0.1% SDS; 1% NP-40; 1mM PMSF; 1x protease inhibitor cocktail). Proteins were separated on 12% SDS-PAGE gels according to standard protocols and transferred to PVDF membrane. The Western blot was processed according to standard protocols. HP1B was detected using Q4111B (SDI; 1:2500); actin was detected using JLA20 (Iowa Hybridoma Bank; 1:100).

### Fertility assay—Female

Single virgin females (0–5 days old) from the *yw*, *HP1b*^*16*^ and *HP1b*^*86*^ strains were mated to two *yw* males in individual vials. After three days, these flies were moved to new vials, and again to a third set of vials on day six after the initial mating was set up. At day nine, the flies were discarded. From each of the three vials thus obtained from each female, offspring were counted four times, on days 10, 12, 14, and 16 after the vial was initially set. The offspring number per female was calculated by combining all offspring from the individual counts (12 total). Differences in offspring number between genotypes were analyzed by analysis of variance (ANOVA) and t-tests using R [31].

### Fertility assay—Male

Single virgin males (0–5 days old) from the *yw*, *HP1b*^*16*^ and *HP1b*^*86*^ strains were mated to two *yw* females in individual vials. After three days, these flies were moved to new vials, and again to a third set of vials on day six after the initial mating was set up. At day nine, the flies were discarded. From each of the three vials thus obtained from each male, offspring were counted four times, on days 10, 12, 14, and 16 after the vial was initially set. The offspring number per male was calculated by combining all offspring from the individual counts (12 total). Differences in offspring number between genotypes were analyzed by ANOVA and t-tests using R [31].

### Position effect variegation assay—*White* variegation

Eye pigment levels were measured by crossing males containing the *P* element reporter stock males to *yw*, *HP1b*^*16*^, *or HP1b*^*86*^ homozygous virgin females. Offspring from the cross were aged to 3–5 days, and acid-extracted eye pigment was measured at OD_480_ for male and female offspring separately [adapted from [32]]. For each assay, five flies were used, with 6–10 biological replicates per genotype. Due to the location of *HP1b* on the X chromosome, male offspring from this cross lack wildtype *HP1b*, while females have one dose. Differences in eye pigment levels between genotypes were analyzed by ANOVA and t-tests using R [31].

### Position effect variegation assay—*Stubble* variegation

To assay the impact of *HP1b* mutations on Stubble variegation, the *Sb*^*V*^ allele was used, similar to the assay described in Csink *et al* 1994 [33]. Males carrying the *Sb*^*V*^ allele [*T(2*,*3)Sb*^*V*^, *ln(3)Mb*, *Sb*^*1*^, *sr*^*1*^*/TM3*, *Ser*^*1*^; Bloomington Stock # 878] were crossed to *yw*, *HP1b*^*16*^, *or HP1b*^*86*^ homozygous virgin females. Offspring lacking the serrated wing phenotype associated with *Ser*^*1*^ were examined, and the number of wildtype bristles was scored. In total, ten bristles per animal where assayed (four scutellar bristles, four dorsocentral bristles, and two posterior post-alar bristles), and the number of wildtype bristles was recorded for each animal. Due to the location of *HP1b* on the X chromosome, male offspring from this cross have lack wildtype *HP1b*, while females have one dose. Differences in bristle number between genotypes were analyzed by ANOVA, Tukey’s HSD *post hoc* tests, and t-tests using R [31].

### Animal activity—Third instar larvae

Sets of ten third instar larvae were placed in the center of a petri dish containing 1.5% agar. The petri dish was placed onto a diagram of concentric circles spaced 1cm apart to evaluate the movement of the larvae. The larvae were allowed to move freely, and pictures were taken with a digital camera every 15 seconds for 2 minutes. From the images, the number of animals in each concentric circle were recorded to provide an estimate of the distance traveled by the animals. For each genotype (*yw*, *HP1b*^*16*^, *or HP1b*^*86*^), five trials with eight larvae each were performed. The data from the 60 second time point were recoded to divide all animals into two categories: those animals that remained in the center of the petri dish (“no movement”) and those animals that left the center of the petri dish (“movement”). The fraction of animals moving versus not moving was compared between the *HP1b* mutant and *yw* control genotypes (chi-square test) using R [31].

### Animal activity—Adult flies

Basal activity of the animals was monitored using a locomotion activity monitor (LAM25) from TriKinetics. 3–5 day old virgin flies from the *yw*, *HP1b*^*16*^, and *HP1b*^*86*^ strains were placed into assay vials (n = 5 for each sex and genotype; ten flies per vial). Next, the vials were placed into the monitor, and the monitor was placed in the incubator (25°C, 60% humidity, 12h light-dark cycle). The flies were allowed to recover for 1h prior to the start of the assay period. Animal activity was recorded every 5 minutes from 8AM to 10AM. We performed five independent replicates of this assay. Total activity during the 2hr period was used in the analyses. ANOVA (factors: sex, genotype, trial) and Tukey’s HSD *post hoc* tests were performed in R to investigate the sources of the variation observed between the samples [31].

### Stress assay—Starvation

3–5 day old virgin flies were moved onto starvation media (1.5ml of 1% agar to provide hydration) and placed into an incubator (25°C, 60% humidity, 12 hr light-dark cycle). Deaths were recorded every 8 hours until all flies had died (n = 100 for each sex and genotype [*yw*, *HP1b*^*16*^, *HP1b*^*86*^]; 20 flies per vial) [34]. Three independent replicates of this assay were performed. Survival analysis was carried out in R [31], using the “Survival” package, specifically its survival difference formula (Kaplan-Meier), to compare the survival curves between the three genotypes [31, 35].

### Stress assay—Heat stress

3–5 day old virgin flies were transferred to fresh Jazzmix medium (Fisher Scientific) and placed in a warm room maintained at 37°C. Flies were monitored every hour until all flies had died (n = 100 for each sex and genotype; 20 flies per vial) [36]. We performed three independent replicates of this assay. Survival analysis was carried out in R [31], using the “Survival” package, specifically its survival difference formula (Kaplan-Meier) [31, 35].

### Stress assay—Oxidative stress

To assay oxidative stress, flies were exposed to the herbicide paraquat, an oxidizer. Filter paper disks saturated with paraquat solution (20mM paraquat, 5% sucrose) were placed into vials containing starvation media (1.5ml of 1% agar). 3–5 day old virgin flies were placed inside vials (n = 100 for each sex and genotype; 20 flies per vial), returned to the incubator (25°C, 60% humidity, 12 hr light-dark cycle), and monitored every 4 hours until all flies had died [37]. We performed three independent replicates of this assay. Survival analysis was carried out in R [31], using the “Survival” package, specifically its survival difference formula (Kaplan-Meier) [31, 35].

A second oxidative stress assay was carried out to determine if the increased survival of *HP1b* mutants was related to their lower food and thus paraquat intake. In this assay, the paraquat concentration was scaled based on food consumption; thus, the paraquat concentration for *yw* was decreased to 13.2mM paraquat. We performed this assay with 100 animals for each sex and genotype, again with 20 flies per vial. Data analysis was performed in R [31] using the R package “Survival,” specifically, its survival difference formula (Kaplan-Meier) [31, 35].

### Lifespan assay

To determine lifespan, virgin flies were maintained on Jazzmix (Fisher Scientific) under standard conditions (25°C, 60% humidity, 12 h light-dark cycle). Flies were moved to new food every three days without the use of CO_2_ and monitored daily until all flies had died (starting population: n = 100 for each sex and genotype; 20 flies per vial) [36, 38]. We performed three independent replicates of this assay. Survival analysis was carried out in R [31] using the “Survival” package, specifically its survival difference formula (Kaplan-Meier) [31, 35].

### Food consumption assay

Capillary Feeder (CAFÉ) assays were carried out as previously described [39]. Briefly, for the assay, animals were placed on starvation media (1.5ml of 1% agar to provide water) in standard fly vials that were cut in half, with four equally spaced holes around the perimeter. A nutrient solution (5% sucrose, 5% yeast solution) was provided through two capillaries inserted into the foam vial top. At 4PM of the day prior to the start of the assay, 3–5 day old virgin flies were placed into the assay vials (five flies per vial; n = 4–8 for each sex and genotype), the capillaries were filled with the nutrient solution, and the flies were returned to the incubator (25°C, 60% humidity, 12 hr light-dark cycle) to acclimatize overnight to the new feeding method. At 8AM, the capillaries were refilled with the nutrient solution. Eight hours later, the drop in liquid levels within the capillaries was measured. We assayed the same flies twice over two eight-hour time periods (8AM to 4PM) on two consecutive days, and used average food consumption for further analysis. Evaporation was estimated using control vials lacking flies. We performed three independent replicates of this assay. Due to differences in the capillaries used, the three trials were analyzed separately. Data analysis was performed in R using ANOVA with a Tukey’s honest significant difference (HSD) *post hoc* test and Kruskal-Wallis tests in case of non-normality [31].

### Body composition analysis

Body fat content was measured using quantitative magnetic resonance (QMR) for flies at specific ages at the UAB Small Animal Phenotyping Core. Virgin flies were collected, sorted by sex and genotype, and aged for the desired time (3–5, 20, 30, 40 or 50 days old). At the appropriate age, flies were placed into a microcentrifuge tube (10 flies per tube, 4 tubes per sex and genotype for each time point), and stored on ice. QMR analysis was performed by the UAB Small Animal Phenotyping core with an EchoMRI 3-in-1 machine (Echo Medical Systems, Houston, TX). Flies were transferred into the biopsy tube and scanned using the biopsy setting with 9 primary accumulations. Data were analyzed in R using ANOVA with a Tukey’s HSD *post hoc* test [31].

### RNA-seq analysis

RNA was isolated using Trizol from third instar larvae of the *HP1b*^*16*^ and *HP1b*^*86*^ mutant stocks as well as of the *yw* control strain. Integrity of the RNA samples was confirmed by formaldehyde agarose gel electrophoresis. The RNA samples were prepared for RNA-seq analysis by the UAB Heflin Center for Genomic Science Genomics Core Lab. 30–40 million RNA-seq reads were collected per sample using the Illumina Sequencing Platform, and two samples per genotype were processed. The UAB Heflin Center for Genomic Science Genomics core processed the raw data using the Tuxedo suite software (Bowtie, Tophat, Cufflinks) and identified genes differentially expressed between the *HP1b* mutants and the *yw* control strain by Cuffdiff [40]. Only genes meeting an FDR (false discovery rate) cut-off of 0.05 were considered in the downstream analyses.

### GO term enrichment analysis

The RNA-seq analysis revealed that while neither *HP1b* allele generated full-length mRNA or functional HP1B protein, an aberrant RNA was produced from the *HP1b* locus in the *HP1b*^*16*^ stock. 

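In instar 3 larvae, HP1b stood at 22.8 and 24.2 FPKM in the 2 yw libraries, at 2.55 and 3.13 FPKM in the 2 HP1b16 libraries, and at 0.121 and 0.0403 FPKM in the 2 HP1b86 libraries. HP1b is the gene that both alleles target, so these values also check the labels, and each library lay where its label places it. The log2 fold change against yw was -2.68 in HP1b16 (standard error 0.15, adjusted p = 0.0592 from limma) and -4.50 in HP1b86 (standard error 0.15, adjusted p = 0.0221 from limma). The remaining signal in HP1b16 is about the gene as a whole, since the deposited table holds 1 value per gene and library and does not show which part of HP1b the reads cover. With each mutant fitted to yw alone, the adjusted p from limma was 0.00444 in HP1b16 and 0.0890 in HP1b86. The difference between the alleles themselves had a log2 value of 1.83 (standard error 0.15, adjusted p = 0.198 from limma). All these log2 values are of FPKM + 1, which makes differences near 0 FPKM smaller than in FPKM itself. In the mean of both mutants HP1b had a log2 fold change of -3.59, and of -5.04 with 0.1 added in place of 1.

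**Figure D1:**
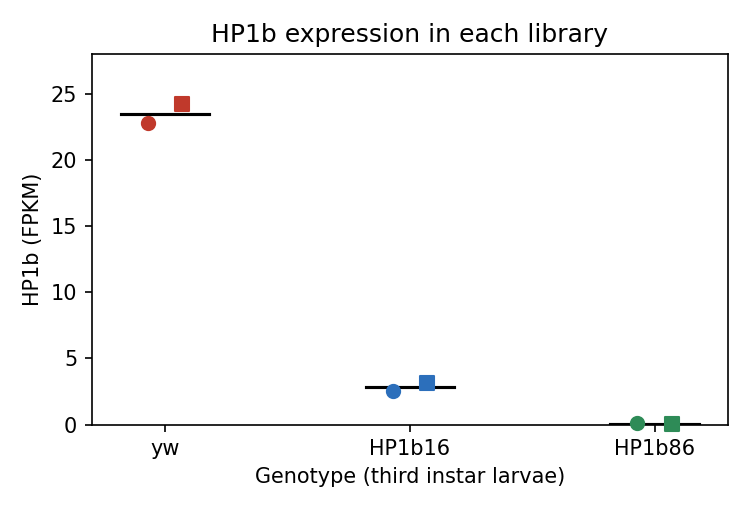
HP1b expression (FPKM, linear axis) in each library by genotype. Circles are replicate 1, squares are replicate 2 and lines are the means of the 2 libraries of a genotype: 23.5 FPKM in yw, 2.84 FPKM in HP1b16 and 0.0808 FPKM in HP1b86.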

To minimize the potential impact of this aberrant mRNA on the interpretation of results, only genes misregulated in both *HP1b* mutant strains were included in the GO term analysis. Differentially expressed genes were classified as up- versus down-regulated, and genes misregulated in both *HP1b* mutant strains were identified using custom scripts. GO term enrichment analysis was carried out using PANTHER [41].

### Krebs cycle metabolite analysis

Metabolite concentrations were measured by mass spectrometry for virgin flies aged 3–5 days. Flies were sorted by sex and genotype, aged 3–5 days, flash frozen in liquid nitrogen, homogenized in cold methanol, and delivered to the UAB Targeted Metabolomics and Proteomics Laboratory (TMPL) for analysis (n = 4 biological replicates per sex and genotype). At the TMPL, supernatants were stored at -80°C until further processing. Standards were generated as a master mix of all compounds at 100 μg/mL in water and serial diluted to 10x of the final concentrations (0.05–10 μg/ml, 9 standards). Standards were further diluted to 1x in methanol to a total volume of 1 mL, and dried by a gentle stream of N_2_. For cell extracts, 1 mL of each were transferred to a glass tube and dried under a gentle stream of N_2_. Standards and samples were resuspended in 50μl of 5% acetic acid and vortexed for 15 seconds. Amplifex Keto Reagent (SCIEX, Concord, Ontario, Canada) (50 μL) was added to each sample and allowed to react for 1h at room temperature. Standards and samples were then dried under a gentle stream of N^2^ and resuspended in 1ml of 0.1% formic acid.

Samples were analyzed by liquid-chromatography(LC)-multiple reaction ion monitoring-mass spectrometry. Liquid chromatography was performed using a LC20AC HPLC system (Shimadzu, Columbia, MD) with a Synergi Hydro-RP 4 μm 80A 250 x 2 mm ID column (Phenomenex, Torrance, CA). Mobile phases were: A) 0.1% formic acid and B) methanol/0.1% formic acid. Compounds were eluted using a 5–40% linear gradient of B from 1 to 7 min, followed by a column wash of 40–100% B from 7 to 10 min, and re-equilibrated at 5% B from 10.5–15 min. Column eluant was passed into an electrospray ionization interface of an API 4000 triple-quadrupole mass spectrometer (SCIEX). The following mass transitions were monitored in the positive ion mode: m/z 261/118 for α-ketoglutarate, m/z 247/144 for oxaloacetate and m/z 204/144, 204/118 and 204/60 for pyruvate. In the negative mode, the following transitions were monitored: m/z 115/71 for fumarate, m/z 89/43 for lactate, m/z 117/73 for succinate, m/z 133/115 for malate, m/z 173/85 for cis-aconitate, m/z 191/87 for citrate, m/z 191/73 for isocitrate, m/z 147/129 for 2-hydroxyglutarate, m/z 146/102 for glutamate, m/z 145/42 for glutamine and m/z 132/88 for aspartate. The 16 transitions were each monitored for 35ms, with a total cycle time of 560ms. MS parameters were CAD 4, CUR 15, GS1 60, GS2 30, TEM 600, IS -3500 volts for negative polarity mode and IS 4500 for positive polarity mode. Peak areas of metabolites in the sample extracts were compared in MultiQuant software (SCIEX) to the those of the known standards to calculate metabolite concentrations. MetaboAnalyst 3.0 was used for the analysis [42], with additional data analysis performed in R [31].

### Mitochondrial complex analysis

Mitochondrial complex 3 and citrate synthase activity were measured utilizing the resources at the UAB Bio-analytical Redox Biology (BARB) core. Thoraces were dissected from 3–5 day old male animals (five biological replicates per genotype) and placed in isolation buffer on ice [43]. The thoraces were homogenized, remaining solids removed by filtration, and protein concentration was measured with a Lowry assay [44]. To assay citrate synthase, a coupled reaction with acetyl-CoA, oxaloacetate, and 5,5-dithiobis-2-4 nitrobenzoic acid was used, and the results were measured using a spectrophotometer [45, 46]. Complex III activity was measured by assaying the conversion of cytochrome C (its electron acceptor) from the oxidized to the reduced form using a spectrophotometer to detect a shift in absorbance [47]. Data analysis was performed in R [31].

## Results

### *HP1b* is a non-essential gene

We generated loss-of-function mutations in the HP1 family gene *HP1b* by imprecise *P* element excision to study its function. Our screen generated three deletion alleles, *HP1b*^*16*^, *HP1b*^*86*^, and *HP1b*^*49*^ (Fig 1A). The deletions span 539bp, 1,078bp, and 1,309bp respectively, with *HP1b*^*16*^ and *HP1b*^*86*^ deleting major portions of the *HP1b* coding sequence, and the *HP1b*^*49*^ deletion extending into the intergenic region between *HP1b* and its downstream neighbor *APC4* (*Anaphase Promoting Complex 4*). *HP1b*^*16*^ and *HP1b*^*86*^ are homozygous viable, while *HP1b*^*49*^ is homozygous lethal early in development (no homozygous first instar larvae are observed). As *HP1b*^*16*^ and *HP1b*^*86*^ both lack full-length *HP1b* mRNA and protein (Fig 1B and 1C), we attribute the lethality of *HP1b*^*49*^ to an effect on *APC4* due to the deletion of some of the regulatory sequences presumably present in the intergenic sequences between *HP1b* and *APC4*. While the full-length *HP1b* mRNA is absent in *HP1b*^*16*^ and *HP1b*^*86*^ mutant embryos, the two neighboring genes *APC4* and *CG7426* are expressed (Fig 1B). Thus, our analysis here focuses on the *HP1b*^*16*^ and *HP1b*^*86*^ alleles. At 25°C, homozygous stocks of *HP1b*^*16*^ and *HP1b*^*86*^ are viable and can be maintained without difficulties under standard conditions. Thus, we conclude that *HP1b* is a non-essential gene in contrast to the centromeric HP1 family member, HP1a, encoded by *Su(var)205*, which is homozygous lethal at the third instar stage [24, 48, 49].

**Fig 1:**
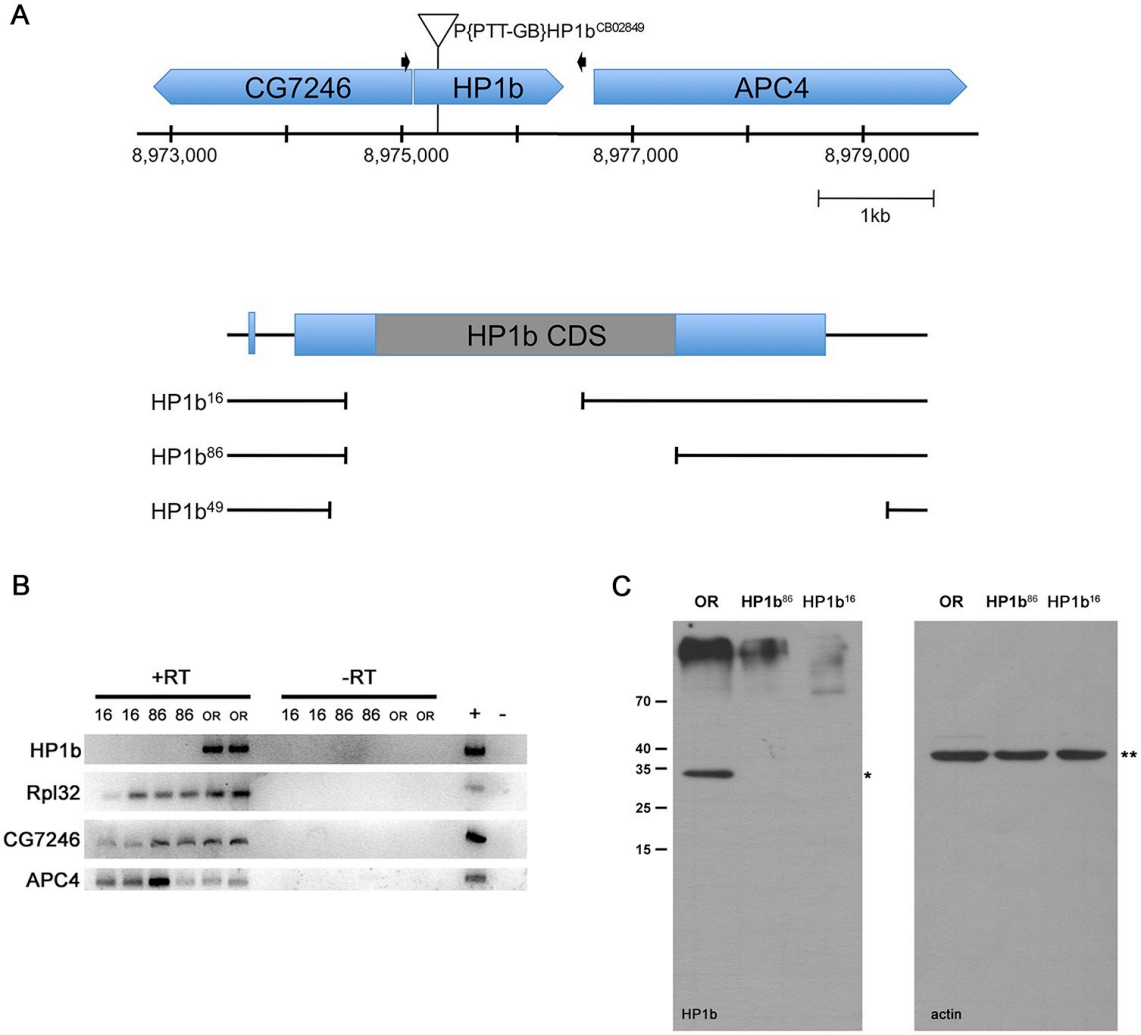
*HP1b*^*16*^ and *HP1b* ^*86*^ are null alleles. **A**. Top—diagram showing the genomic region near the *HP1b* locus on the X chromosome. The *P* element mobilized to generate the *HP1b* alleles is indicated by a triangle above the genes shown in blue above the position on the X chromosome (bp). Black arrows mark the primers used to screen for deletions. Bottom—close-up of *HP1b* with the three deletion alleles shown below. All three deletions remove the *HP1b* start codon. **B**. RT-PCR analysis shows that full-length *HP1b* mRNA is transcribed in wildtype OR embryos, but not in *HP1b*^*16*^ or *HP1b*^*86*^ homozygous embryos. *CG7346* and *APC4* are transcribed in all samples, as is the *Rpl32* positive control. RT: reverse transcriptase. **C**. No HP1B protein is detected in *HP1b*^*16*^ and *HP1b*^*86*^ homozygous larvae (left panel; *); Actin (right panel; **) serves as loading control.

### Mutations in *HP1b* impact the number of offspring produced by females

Expression data generated by modENCODE available from Flybase (www.flybase.org, [50]) indicate that expression of *HP1b* is moderate throughout development with high expression during early embryonic development (2-4hr) and in the ovaries [51, 52], suggesting that *HP1b* might impact the number of offspring produced per female. To investigate this hypothesis, we assayed the potential impact of *HP1b* mutations on offspring number. When the average offspring number of single females mated to two males of *y*^-^*w*^-^ (*yw*) is compared between *HP1b* mutants and control *yw* females, a reduction in offspring number is observed for the mutants (Fig 2A). While the *yw* females had on average 56 offspring, *HP1b*^*16*^ and *HP1b*^*86*^ had 31 and 36 offspring on average respectively, a drop that is statistically significant (p<0.01 for *HP1b*^*16*^ and p<0.05 for *HP1b*^*86*^; t-test). As a control, we also measured the average number of offspring produced by individual *HP1b* and *yw* males mated to two *yw* females. We found no significant differences in male offspring number between the *HP1b* mutant animals and the *yw* control strains (Fig 2B, p-value not significant). These data indicate that the lack of HP1B protein specifically impacts the offspring number of female animals.

**Fig 2:**
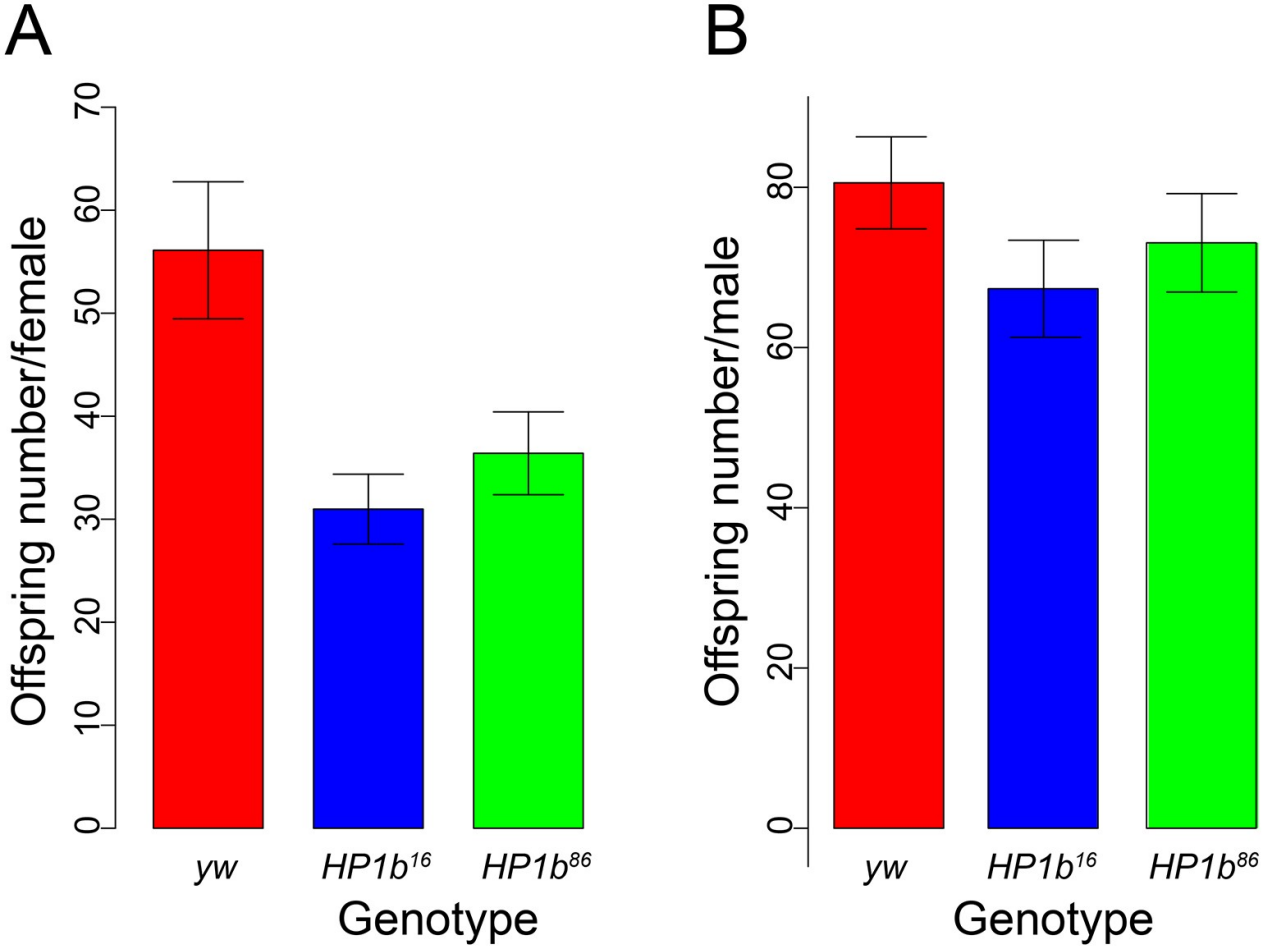
Mutations in *HP1b* reduce female fertility. **A**. The average offspring number for individual females of *yw* (red; n = 73), *HP1b*^*16*^ (blue; n = 80), and *HP1b*^*86*^ (green; n = 82) is shown (Y-axis). Error bars: SEM. The average number of offspring in both *HP1b*^*16*^ and *HP1b*^*86*^ females is significantly reduced compared to *yw* females (t test, p<0.05). **B**. The average offspring number for individual males of *yw* (red; n = 80), *HP1b*^*16*^ (blue; n = 73), and *HP1b*^*86*^ (green; n = 76) is shown (Y-axis). Error bars: SEM. The average offspring number of *HP1b*^*16*^ and *HP1b*^*86*^ males does not differ from that of *yw* males (t test, not significant).

### *HP1b* is an enhancer of variegation

Position effect variegation (PEV) analysis in Drosophila is a powerful tool to investigate the impact of mutations on transgene expression in particular chromatin environments. Transgene expression from reporters within or close to heterochromatin tends to variegate due to silencing of the reporter in some cells but not others. If a mutation for example affects the chromatin structure, increased expression or suppression of variegation [Su(var) phenotype] is seen if the protein is required for heterochromatin formation or has repressive functions. If on the other hand decreased expression or enhancement of variegation is seen [E(var) phenotype], this result indicates that the protein is involved in counteracting heterochromatin formation or has activating functions. This assay has been used successfully to demonstrate that mutations in HP1a increase expression of a variety of reporter genes [Su(var) phenotype] [48], indicating it can act as a transcriptional repressor. In contrast, tethering HP1C to a reporter gene increased its expression, indicating that it functions as a transcriptional activator [53]. We used PEV analysis to investigate the role of HP1B in the regulation of gene expression. Males containing a *P* element reporter that fuses the *hsp70* promoter to the *white* coding region were crossed to virgin females from the homozygous *HP1b*^*16*^ and *HP1b*^*86*^ stocks as well as to *yw* as a control. As PEV effects often depend on the specific reporter insertion used, five different reporter lines were tested: 39C-2 (chr. 2; pericentric), 39C-3 (chr. 2, pericentric), 118E-10 (chr. 4; pericentric), 39C-12 (chr. 4; arm), and 39C-27 (chr. 2R, telomeric) [54]. Assaying males, which lack HP1B entirely due to the gene’s location on the X chromosome, we find that eye pigment levels are reduced in the presence of the *HP1b* mutations compared to the *yw* control (Fig 3A). This E(var) phenotype is consistent for all five reporters assayed, including pericentric and telomeric reporter insertions (Fig 3B). In females, which are heterozygous for the *HP1b* mutations, the results differ depending on the reporter location and include E(var) responses (39C-2 and 39C-3) as well as Su(var) responses (118E-10 and 39C-12) (S1 Fig). Thus, *HP1b* mutations act as modifiers of PEV in both sexes for these *hsp70-white* reporters, and they have a strong E(var) effect in males in all genomic contexts assayed.

**Fig 3:**
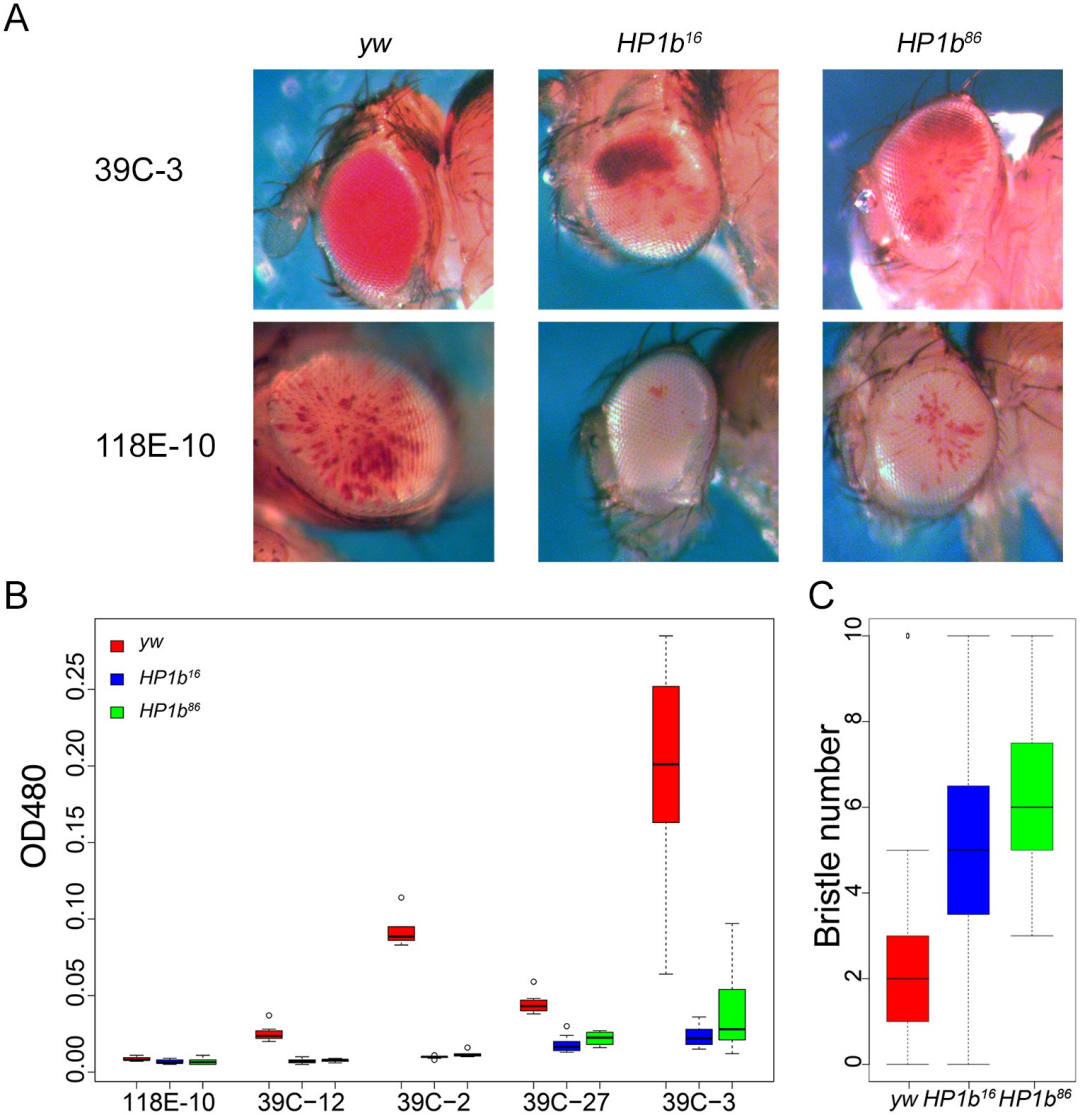
*HP1b* is an enhancer of variegation. **A**. If mutant *HP1b* alleles are introduced into stocks carrying *hsp70-white* reporter genes, the red eye color (reflecting *white* expression) is decreased compared to the *yw* control in male flies. Representative eye pictures are shown from males for two of the reporter insertions, 39C-3 located in the pericentric region of chromosome 2, and 118E-10 located in the pericentric region of chromosome 4. **B**. Quantitative eye pigment assays for males from the five reporter insertions assayed. All comparisons of mutant eye pigment values to the *yw* control are statistically significant (p<0.05, t-test). X-axis: reporter insertions. Y-axis: OD_480_ measuring eye pigment. Results from the *yw* control are in red, from *HP1b*^*16*^ in blue, and from *HP1b*^*86*^ in green. Box plots: black bar—median; box—+25% and -25% quartiles; whiskers—maximum and minimum; circles—outliers; n = 6–10. **C**. *Stubble* variegation assays indicate that *HP1b* is an enhancer of variegation, as the presence of the *HP1b* mutant alleles significantly increases the number of wildtype bristles compared to the *yw* control (p<0.001, Tukey multiple comparisons of means; n = 19–39). Data from males. Results from the *yw* control are in red, from *HP1b*^*16*^ in blue, and from *HP1b*^*86*^ in green. Box plots: black bar—median; box—+25% and -25% quartiles; whiskers—maximum and minimum; circles—outliers. For data from females, see S1 Fig.

To ensure that the E(var) effect upon complete loss of HP1B is a general phenomenon and not restricted to the *white* reporter used in these assays, we investigated a second PEV system, variegation of the *Stubble* (*Sb)* allele *Sb*^*V*^. *Sb*^*V*^ is a gain-of-function allele that causes a bristle defect. Animals heterozygous for *Sb*^*V*^ have a mixture of wildtype and defective bristles. If an E(var) mutation is crossed to the *Sb*^*V*^ reporter, the fraction of defective bristles will decrease, while in the presence of a Su(var) mutation, the fraction of defective bristles will increase. Males containing the *Sb*^*V*^ reporter were crossed to virgin females from the homozygous *HP1b*^*16*^ and *HP1b*^*86*^ stocks as well as to *yw* as a control. In the offspring, ten bristles (four scutellar bristles, four dorsocentral bristles, and two posterior post-alar bristles) were examined, and the number of wildtype bristles was recorded. We find that the presence of *HP1b* null alleles significantly increases the number of wildtype bristles compared to the *yw* control (Fig 3C; Tukey’s test, p<0.01). In males, for example, the wildtype bristle number increased approximately 2-fold from an average of 2.7 wildtype bristles per animal in *yw* to 5.3 and 6.1 in the *HP1b*^*16*^ and *HP1b*^*86*^ animals respectively. *HP1b* mutations also increase the wildtype bristle number in females (S1 Fig), and thus, *HP1b* mutations generally act as enhancers of variegation for the *Sb*^*V*^ reporter. These findings confirm that the results obtained with the *hsp70-white* reporters and suggest that complete loss of HP1B results generally in enhancement of variegation as indicated by the effects in diverse genomic contexts with multiple reporters.

### *HP1b* mutants have decreased activity levels

During the experiments investigating PEV and offspring number, we noticed that the *HP1b* mutants tended to be easier to handle than the *yw* controls as they appeared to move less. To determine if mutations in *HP1b* indeed affected the activity levels of the animals, experiments were carried out in third instar larvae and adult flies. In third instar larvae, we assayed crawling ability and determined the fraction of animals that moved or failed to move in a 60 second time period (Fig 4A). In this assay, *HP1b* mutant larvae tended to remain unmoving more often. For example, only 21% of the larvae from the *HP1b*^*16*^ strain moved during the assay period (10/47), while 48% of the *yw* larvae moved (23/48). Altogether, significantly fewer *HP1b* mutant animals moved away from the center of the assay dish during the assay period (p< 0.001 for both mutant alleles, chi-square test, Fig 4A). These data indicate that lack of HP1B leads to lower activity levels in third instar larvae.

**Fig 4:**
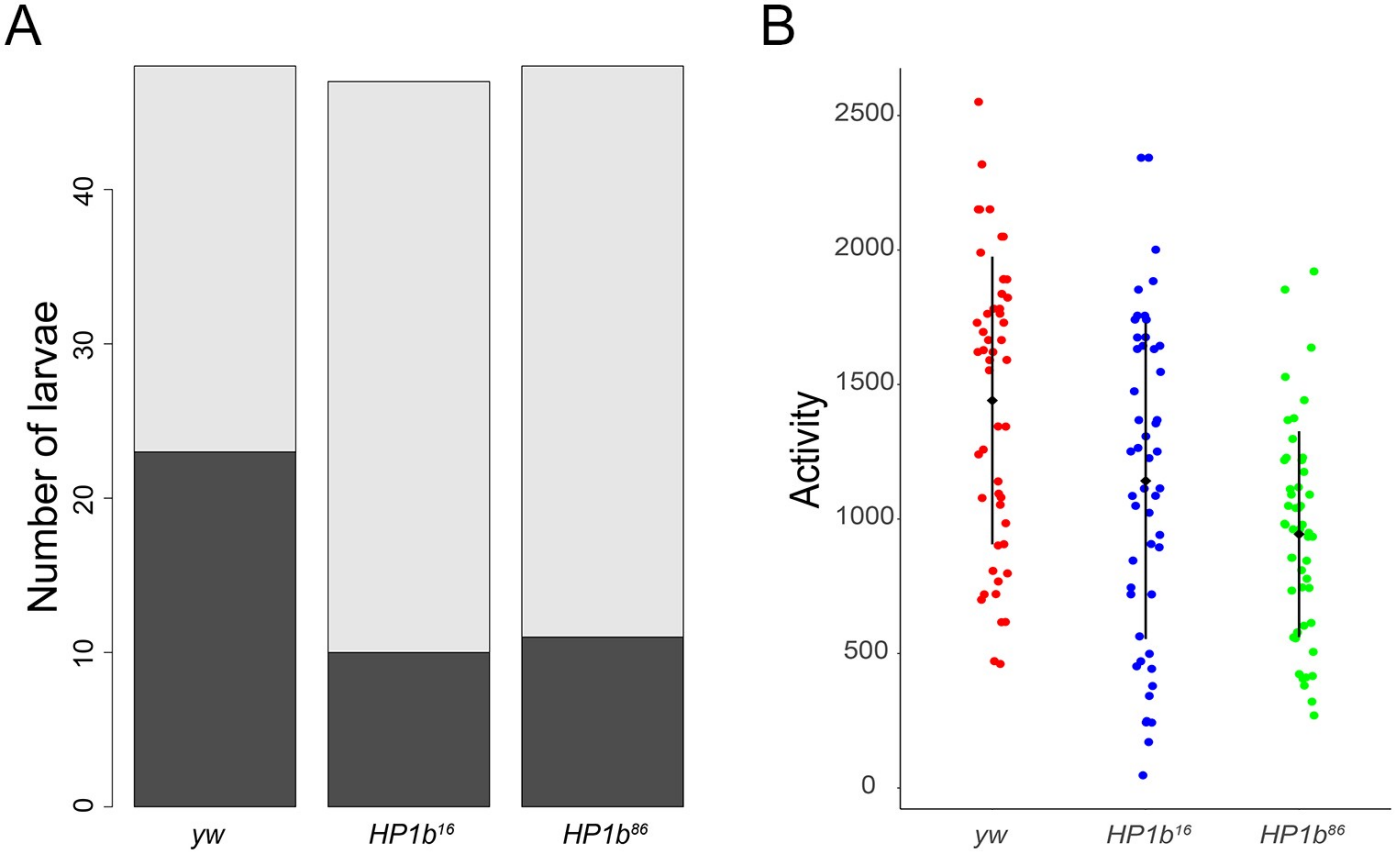
Animals lacking HP1B show decreased levels of activity. **A**. A significantly higher fraction of third instar larvae lacking HP1B (*HP1b*^*16*^ and *HP1b*^*86*^) failed to move in a 60 second observation period compared to the *yw* control (p<0.001 for both comparisons; chi-square test). Dark grey: animals that moved; light grey: animals that failed to move. Y-axis: Number of larvae. N = 47–50 per genotype. **B**. Adult animals lacking HP1B show significantly lower activity levels than animals of the *yw* control genotype (p<0.001 for both comparisons; Tukey’s HSD). Y-axis: activity level as measured by recorded beam crossings in an activity monitor for 10 flies within a 2hr assay period. Black diamond and bar: mean +/- SD. N = 50 per genotype.

Next, activity levels of adult animals were assayed to determine if the lower activity level observed in larvae is a general feature of *HP1b* mutants consistent across different developmental stages. We utilized an activity monitor which measures fly activity levels by recording every instance a fly crosses the middle of the assay chamber. In this assay, *HP1b* mutants have significantly decreased levels of activity compared to the controls (Fig 4B). In a two-hour period, an average of 1142 crossings were recorded for *HP1b*^*16*^ mutants, *HP1b*^*86*^ mutants crossed the middle of the assay chamber on average 944 times, while the *yw* control flies logged 1441 crossings (Fig 4B). These differences are highly significant (Tukey’s HSD; p<0.001 for both mutant alleles). While activity levels are significantly different between males and females (ANOVA, p<0.001), the decrease in activity associated with mutations in *HP1b* is observed in both males and females (S2 Fig). However, the decrease is more pronounced in females, where the decrease is significant for both *HP1b*^*16*^ and *HP1b*^*86*^ (Tukey’s HSD, p<0.001), while in males, the activity of only *HP1b*^*86*^ mutants is significantly decreased compared to *yw* (Tukey’s HSD, p<0.001). Taken together with the results from the larval crawling assay, these results suggest that lowered animal activity levels are a general feature of *HP1b* mutants, irrespective of developmental stage.

### Loss of HP1B alters stress resistance

Given that loss of HP1B impacts the number of offspring produced by the animals as well as their activity levels, we questioned whether other aspects of the animals’ physiology might be impacted as well. First, we investigated stress resistance. In Drosophila, increased stress resistance is often observed in animals with increased lifespan [37, 55–58], and as stress assays require much less time, they are typically carried out prior to investigating lifespan. Three separate stress resistance assays were used to investigate resistance to starvation stress, oxidative stress, and heat stress. To assay resistance to starvation stress, flies were grown under standard conditions and transferred to vials containing 1% agar, providing hydration but no nutritional value. Deaths were recorded every eight hours, and survival curves were generated (Fig 5A). Survival curves of the *HP1b* mutant stocks are shifted to the right compared to the *yw* control, indicating increased stress resistance and longer survival. Living on average 51.65 and 49.37 hours under starvation conditions, *HP1b* mutants show significantly increased survival compared to *yw*, which lives an average of 45.60 hours (p = 1.022e-13 and p = 7.188e-06 for *HP1b*^*16*^ and *HP1b*^*86*^, respectively, Kruskal-Wallis rank sum test). In addition, the survival curves are significantly different between *HP1b* mutant and *yw* control flies (Kaplan-Meier survival function: p = 1.11e-16 for *HP1b*^*16*^, and p = 9.83e-09 for *HP1b*^*86*^). The increased survival under starvation conditions was observed also when the data from males and females were analyzed separately (S3 Fig). In females, both the survival curves and means are different between *HP1b* mutants and *yw* (Kruskal-Wallis rank sum test: p = 6.455e-09 and p = 4.672e-07 for *HP1b*^*16*^ and *HP1b*^*86*^ respectively; Kaplan-Meier survival function: p = 2.36e-10 for *HP1b*^*16*^, and p = 4.67e-08 for *HP1b*^*86*^), while in males, the comparison of means is only significant for *HP1b*^*16*^ (Kruskal-Wallis rank sum test: p = 2.054e-07), despite significantly shifted survival curves for both *HP1b* strains (Kaplan-Meier survival function: p = 1.86e-09 for *HP1b*^*16*^ and p = 0.011 *HP1b*^*86*^). Together, these data demonstrate that loss of HP1B allows flies to survive longer under starvation conditions.

**Fig 5:**
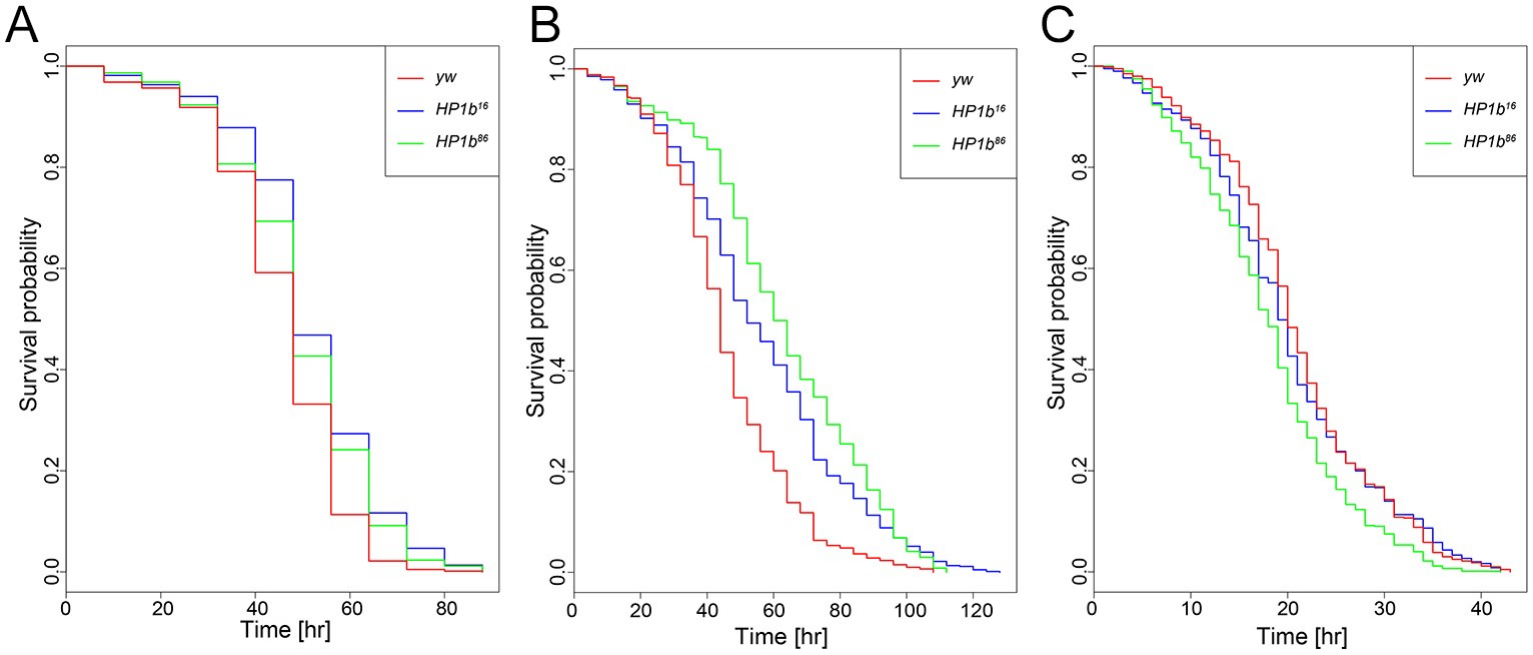
Loss of HP1B increases survival during starvation and oxidative stress, but not during heat stress. **A**. *HP1b* mutant animals survive significantly longer during starvation condition than *yw* control animals (p = 1.022e-13 and p = 7.188e-06 for *HP1b*^*16*^ and *HP1b*^*86*^, respectively, Kruskal-Wallis rank sum test). **B**. *HP1b* mutant animals survive significantly longer after exposure to the oxidizer paraquat than *yw* control animals (p = 3.057e-13 and p < 2.2e-16, for *HP1b*^*16*^ and *HP1b*^*86*^, respectively, Kruskal-Wallis rank sum test). **C**. *HP1b* mutant animals do not show improved survival during heat stress conditions (37°C) compared to *yw* control animals. In contrast, they show lower survival (p = 0.04158 and p = 1.874e-09, for *HP1b*^*16*^ and *HP1b*^*86*^, respectively, Kruskal-Wallis rank sum test).

Next, we investigated resistance to oxidative stress using a paraquat feeding assay. Paraquat is an herbicide that induces oxidative stress when ingested, and it is widely used to measure oxidative stress resistance in flies [37]. Flies were fed a paraquat-laced sucrose solution and monitored to record time of death. Results from this assay revealed that the survival curve of the *HP1b* mutants were shifted to the right, and the control flies (red) showed a steeper drop-off in survival rate than the two *HP1b* mutant strains (blue and green, Fig 5B). In the combined analysis of males and females, *HP1b* mutants have significantly increased average lifespan compared to the *yw* control strain: *HP1b*^*16*^ live on average 56.39 hours under oxidative stress, *HP1b*^*86*^ live 62.84 hours, and *yw* animals live 46.12 hours (p = 3.057e-13 for *HP1b*^*1*6^ and p<2.2e-16 for *HP1b*^*86*^; Kruskal-Wallis rank sum test). In addition, the survival curves of *HP1b* mutants differ significantly from those of the *yw* control (Fig 5B; p = 0 for *HP1b*^*16*^ and *HP1b*^*86*^; Kaplan-Meier survival function). The same shift towards increased survival of the *HP1b* mutant strains is also evident when data from females and males are analyzed separately (S3 Fig; females: p = 8.13e-13 for *HP1b*^*16*^ and p = 0 for *HP1b*^*86*^; males: p = 6.96e-9 for *HP1b*^*16*^ and p = 1.29e-14 for *HP1b*^*86*^), and the average survival of the *HP1b* mutants is increased compared to *yw* (S3 Fig; females: p = 8.16e-13 for *HP1b*^*16*^ and p = 0 for *HP1b*^*86*^; males: p = 6.96e-09 for *HP1b*^*16*^ and p = 1.29e-14 for *HP1b*^*86*^). Together, these data show that loss of HP1B increases oxidative stress resistance as measured by paraquat feeding assays.

Lastly, resistance to heat stress was investigated. Flies were raised under standard conditions and then moved to 37°C. The flies’ time of death was recorded hourly to generate survival curves. In contrast to the findings for starvation and oxidative stress, no increased resistance to heat stress was detected in the *HP1b* mutants, neither in males nor in females (Fig 5C and S3 Fig). In contrast, the *HP1b* strains actually showed decreased survival compared to the control, with *HP1b*^*16*^ surviving on average 20.04 hours, *HP1b*^*86*^ surviving 18.01 hours, and *yw* surviving 20.80 hours (p = 0.04158 for *HP1b*^*1*6^ and p = 1.874e-09 for *HP1b*^*86*^; Kruskal-Wallis rank sum test). When males and females are analyzed separately, only the *HP1b*^*86*^ strain shows significantly decreased survival, while *HP1b*^*16*^ is not different from *yw* (females: p = 0.001803; males: p = 1.499e-08; Kruskal-Wallis rank sum test). Analysis of the survival curves shows similar results: only *HP1b*^*86*^ has a survival curve that is significantly different from *yw*, be that in the combined analysis or in males/females (combined: p = 2.93e-09; females: p = 0.0002: males: p = 7.02e-7; Kaplan-Meier survival function). These results indicate that *HP1b* mutant flies do not have increased heat stress resistance. This result is unexpected, because most often, stress resistance in general is increased, irrespective of assay. Thus, *HP1b* mutants are unusual in showing resistance to starvation stress and oxidative stress but not showing resistance to heat stress.

### Loss of HP1B impacts survival

In Drosophila, stress resistance phenotypes are often seen in animals that show increased longevity. Given the unusual stress resistance phenotypes we observed in the *HP1b* mutant strains, next, we investigated their longevity by generating survival curves. In three replicate experiments, we followed cohorts of 100 adult flies for each genotype/sex from hatching to death (Fig 6). Comparing the survival curves from all three strains, a statistically significant impact of “genotype” as a factor was detected (p = 0.0483, log rank test) when the data from both sexes is combined for the analysis. This difference is mainly driven by the results from females, which show a strong effect of genotype (p = 0.00273, log rank test), which is absent in males (S4 Fig). In the *HP1b* mutant strains, especially female animals experience less mortality early in life, until approximately day 40, when mortality rates increase. Towards the last quarter of the lifespan (~day 60), mortality rates in the *yw* control lines are lower than in the *HP1b* mutant strains, leading to a longer maximum lifespan (p = 1.11e-15 for *HP1b*^*16*^ and p = 0 for *HP1b*^*86*^, log rank test on the last 10% of surviving animals). These results illustrate that loss of *HP1b* has a complex effect on survival, affecting the two sexes differently, and mainly impacting survival in early/mid-life.

**Fig 6:**
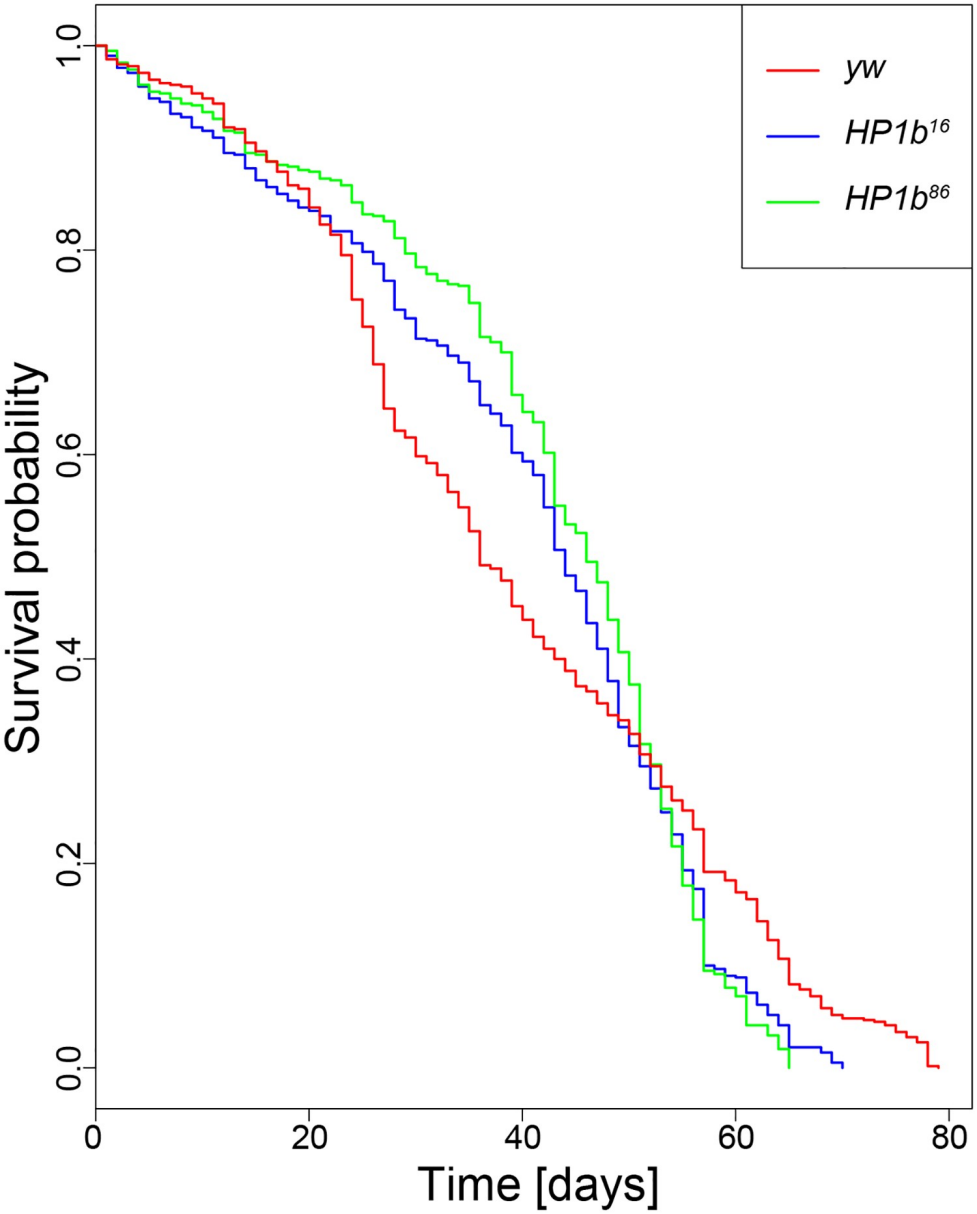
Loss of HP1B impacts survival. Survival curves differ significantly between the *HP1b* mutant strains and the *yw* control strain (p = 0.0483; log rank test). X-axis: Time to death in days. Y-axis: Survival probability. Data shown are combined from three trials, each with 100 animals per genotype/sex. For separate survival curves for males and females, see S4 Fig.

### Mutations in *HP1b* lower food intake

As dietary restrictions can result in altered survival curves [59], we investigated if a change in feeding behavior might contribute to the altered survival curves of *HP1b* mutants. We measured food intake using the CAFE assay [39], where the animals are fed a nutrient solution through glass capillaries, recording consumption over an 8hr time period. Representative results from one of three trials are shown in Fig 7A. Both genotype and sex affected the animals’ food intake strongly in all trials (p<0.05, ANOVA). *HP1b* mutant animals consume less food than their *yw* counterparts (Fig 7A), a finding consistent among all three trials despite the fact that individual comparisons are not always significant (S1 Table). Across all trials, *HP1b* mutants consumed approximately 30% less food than the *yw* control flies (24–32% depending on trial), and this difference between the *HP1b* mutants and the *yw* control is highly significant in a combined analysis of all three trials (p = 0.0000305 for *HP1b*^*16*^ and p = 0.0013900 for *HP1b*^*86*^). The results from this assay indicate that loss of *HP1b* impacts food consumption, suggesting that the physiology and behavior of these animals might have been altered.

**Fig 7:**
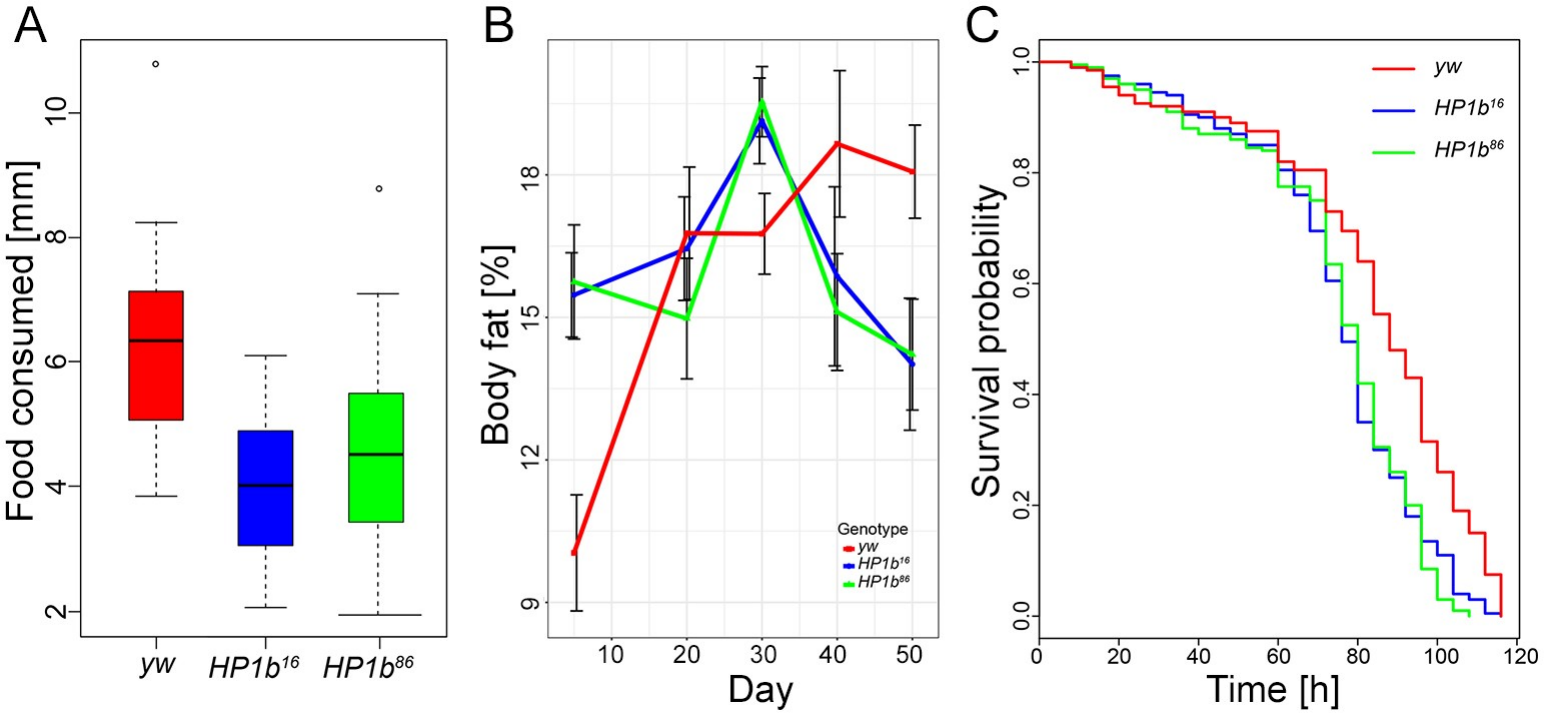
Loss of HP1B reduces food intake, alters body fat levels, and leads to oxidative stress resistance due to altered feeding behavior. **A**. Food intake measured using a CAFÉ assay (Y-axis, decrease in food levels over an 8hr time period as measured by drop in capillary meniscus in mm) reveals lower food intake in *HP1b* mutants (*HP1b*^*16*^: p = 0.0003155; *HP1b*^*86*^: p = 0.0095041; Tukey’s multiple comparisons of means; n = 8 per sex and genotype). Data from one representative trial, both sexes combined are shown. For results from the additional trials and separated by sex, see S1 Table. **B**. Percent body fat (Y-axis) was measured by QMR in animals of different ages (X-axis). Body fat levels are increased in mutant animals early in life but decrease at a rapid rate after midlife (30–40 days). Red: *yw*; blue: *HP1b*^*16*^; green: *HP1b*^*86*^. Error bars: SD. N = 4 per sex and genotype. **C**. After paraquat concentration is adjusted to take into account differences in feeding behavior between *HP1b* mutants (blue, green) and the *yw* control strain (red), *HP1b* mutants no longer exhibit increased resistance to oxidative stress. X-axis: Time to death in hours. Y-axis: Survival probability. For separate survival curves for males and females, see S5 Fig.

### *HP1b* mutants have altered body fat levels

The lower activity levels observed in *HP1b* mutants together with the change in feeding behavior suggests that *HP1b* mutants might have altered body composition as well. We used quantitative magnetic resonance (QMR) to estimate fat and lean body mass. 3–5 day-old *HP1b* mutant flies showed significantly increased fat percentage compared to *yw* (15.5% vs 15.7% versus 10.0%; *HP1b*^*16*^ and *yw* p = 0.003, *HP1b*^*86*^ and *yw* p = 0.002; Tukey’s multiple comparisons of means; Fig 7B). This increase in body fat content is observed in both male and female animals, but in males, only the *HP1b*^*16*^*/yw* comparison reaches statistical significance.

Next, we extended this assay to 50 days, measuring body fat content at 20, 30, 40, and 50 days of age. Specifically, we were interested in determining if the body fat levels remained elevated in the *HP1b* mutant animals, or if a loss of body fat might be responsible for the steep decline in survival seen for these animals around day 40 (Fig 6). Interestingly, the body fat content of *yw* animals had a trajectory different from animals lacking HP1B. In *yw* animals, body fat levels increased with age, from 10.0% at the earliest time point to approximately 18% at 40 and 50 days of age. In contrast, the body fat content of the *HP1b* mutant animals peaks at day 30 at 19% and drops to 14% at day 50. Thus, the level of body fat at day 50 is significantly lower in *HP1b* mutant animals than in the *yw* control strain (*HP1b*^*16*^: p = 0.0111651; *HP1b*^*86*^: p = 0.0159584; Tukey’s multiple comparisons of means). Together, these results demonstrate that loss of HP1B impacts body composition, shifting overall composition towards increased fat levels early in life and experiencing a sharper drop in fat levels during mid-life.

### Oxidative stress resistance in *HP1b* mutants is due to altered feeding behavior

Given that our assays indicate that *HP1b* mutant animals have altered body fat content and altered behavior, both in terms of activity levels and in terms of food intake, we wondered if these changes might explain the increased stress resistance we had observed. Having a higher body fat content and lower energy expenditures due to decreased activity levels could explain the increased starvation resistance of *HP1b* mutants (Fig 5A), while the lower food intake could result in an overall lower dose of paraquat compared to *yw*, thus allowing the *HP1b* mutants to survive longer under oxidative stress (Fig 5B). We tested this hypothesis by carrying out a second oxidative stress assay, this time adjusting the paraquat concentration in the food to account for the reduced feeding rate in *HP1b* mutants. Compared to the initial assay (Fig 5A), the survival curve of *yw* shifts to the right, with *yw* animals now living slightly longer than the *HP1b* mutant animals (Fig 7C). Animals from the *yw* line die on average 83.74h after the initiation of oxidative stress, while *HP1b*^*16*^ animals die on average after 75.08h and *HP1b*^*86*^ after 74.52h (*HP1b*^*16*^: p = 9.693e-07; *HP1b*^*86*^: p = 6.548e-07; Kruskal-Wallis rank sum test; Fig 7C). This experiment suggests that the oxidative stress resistance observed for animals lacking HP1B in our initial experiment is due to the decreased food intake level of these animals.

### Expression analysis reveals misregulation of metabolic genes

To gain insights into the causes of the physiological and behavioral changes observed in the animals lacking HP1B, we performed an RNA-seq experiment to compare gene expression levels between the *HP1b* mutants and the *yw* control strain. 

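RNA from instar 3 larvae was sequenced for the yw control strain and for the HP1b16 and HP1b86 mutant stocks, with 2 libraries per genotype and 6 libraries in all. The authors trimmed the reads with Trim Galore 0.4.1, aligned them to the dm3 build with TopHat2 2.1.1 and estimated expression with Cufflinks 2.2.1. The deposited table gives FPKM for 16662 rows, of which 1604 were at 0 in every library and 626 held several overlapping genes under 1 value. It holds no read numbers, so the depth of each library cannot be read from it; the paper's methods state the reads collected per sample. The FPKM of a library summed to 657936 and 654430 in yw, to 768520 and 778651 in HP1b16, and to 1132181 and 874571 in HP1b86. From these values, log2(FPKM + 1) of the 10986 rows with a mean of at least 1 FPKM was compared between genotypes with limma 3.58.1, with all 6 libraries in 1 fit and Benjamini-Hochberg adjusted p under 0.05 as the threshold. The 2 HP1b86 libraries lay further apart than those of the other genotypes. Between them the standard deviation of a gene was 0.750 on the log2 scale, against 0.290 in yw and 0.322 in HP1b16, and 23.6% of genes differed by more than 2-fold, against 1.82% and 1.85%. HP1b86 replicate 2 correlated less with replicate 1 (0.887) than with any yw or HP1b16 library (0.895 to 0.913). Since the fit shares its estimate of the spread, the distance between the HP1b86 libraries also enters the comparison of HP1b16 with yw. That distance weighs more when a yw or HP1b16 library is left out. Calls lost there do not show that the fold changes hinge on the library left out. For HP1b86 the shared spread is smaller than that between its own libraries, so its p-values tend to be too small. In simulated data with such spreads and 200 changed genes in each run, 15.8% of the HP1b86 calls were false at the threshold of 0.05. That share depends on how many genes change, so it is no estimate for the calls made here. Genes were also grouped into 35 lists fixed before the data were examined, covering metabolic pathways, larval tissues and stress responses, and tested with limma's camera at a preset correlation between genes of 0.01. Some lists, such as that of the Krebs cycle, stand for terms that the paper reports as enriched from these same libraries. Their tests are therefore not independent of the paper's result. No source says whether the samples of a genotype came from separate collections of larvae, so the p-values measure the spread between these samples, which may be technical.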

Using a significance cut-off of p<0.05 (FDR, Benjamini-Hochberg), we find 2179 genes in *HP1b*^*16*^ and 934 genes in *HP1b*^*86*^ that differ significantly from *yw* in their expression levels (S6 Fig). Of these differentially expressed genes, 763 are significantly altered in both *HP1b* mutant strains (S6 Fig). 

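The HP1b86 larvae had 327 genes above and 116 genes below yw at an adjusted p under 0.05 from limma. Among them were LysC, a lysozyme gene, with a log2 fold change of 5.68 (standard error 0.35, adjusted p = 0.0395 from limma), and betaTry, a trypsin gene of the midgut, with 4.55 (standard error 0.46, adjusted p = 0.0410 from limma). Gs2, which encodes a glutamine synthetase, was lower, with a log2 fold change of -1.54 (standard error 0.12, adjusted p = 0.0407 from limma). In HP1b16 the same genes had log2 fold changes of 3.56, 3.23 and -1.52, with adjusted p from limma of 0.0668, 0.0709 and 0.0606. LysC and betaTry each have close relatives in the genome that may share reads with them. Only 2 genes passed in HP1b16. CG3292 was higher, with a log2 fold change of 6.05 (standard error 0.25, adjusted p = 0.0270 from limma). In HP1b86 its log2 fold change was only 1.14, though the difference between the mutants did not pass limma's threshold. The other gene was Lsp2, which encodes a larval storage protein. It was listed at 0 in both HP1b16 libraries while at 7602 and 8239 FPKM in yw. A 0 at so abundant a gene may stand for a locus that the quantification left out. A further 814 genes had an adjusted p from 0.05 to 0.1 in HP1b16, and at an unadjusted p under 0.05 the numbers were 2605 genes in HP1b16 and 3300 in HP1b86. The counts depended on which libraries shared the fit: each mutant fitted with yw alone gave 2382 genes in HP1b16, of which 1519 were higher, and 0 genes in HP1b86 (2587 at an unadjusted p under 0.05). Without either HP1b86 library the HP1b16 count was 2381 or 2368, while the HP1b86 count was 579 without replicate 1, 4680 without replicate 2 and 0 without any single yw or HP1b16 library, where 1614 to 2575 genes had an unadjusted p under 0.05. Scaling moved the HP1b86 count to 1 with median ratios, 828 with quantile normalization and 2071 with TPM, and the HP1b16 count to 442 with quantile normalization and 292 with TPM.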

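The 2 mutants moved in the same direction at most genes. Across the 10986 genes tested, the log2 fold changes of HP1b16 and HP1b86 had a correlation of 0.858, and 80.8% of genes had the same sign in both. Genes far above yw in all 4 mutant libraries included CG11350, with a log2 fold change of 8.38 in the mean of both mutants (standard error 0.55, adjusted p = 0.0268 from limma), the cuticle protein gene Cpr67Fa1, with 6.68 (standard error 0.40, adjusted p = 0.0268 from limma), and the lysozyme gene LysB, with 3.88 (standard error 0.24, adjusted p = 0.0268 from limma). Genes below yw in all 4 included Ilp6, which encodes an insulin-like peptide, at 92.5 and 99.1 FPKM in yw and from 36.2 to 43.6 FPKM in the mutants, a log2 fold change of -1.23 (standard error 0.12, adjusted p = 0.0312 from limma). No gene passed limma's threshold in each mutant separately. At an unadjusted p under 0.05, 1983 genes passed in both mutants in the same direction, 1349 of them higher. For the mean of both mutants, 701 genes passed, 697 with the same direction in both mutants, and in 511 higher and 185 lower genes all 4 mutant libraries lay beyond both yw libraries. Over all tested genes this held for 44.2%, where chance gives 13.3%. Both comparisons use the same yw libraries, and 100 simulations of unchanged mutants against them gave a mean correlation of 0.233 and a mean same-sign share of 57.7%. These simulations drew only the spread between libraries of a genotype. A difference in collection that goes with genotype is not part of them. The covariance was 0.733 against 0.0408 in the simulations, a difference of 0.693, and lists drawn independently would share 0.0298 higher and 0.0106 lower genes. With a yw library of its own for each mutant, so that none is shared, the correlation was 0.746 and 0.818 in the 2 possible assignments, the covariance 0.675 and 0.711 and the same-sign share 68.9% and 83.5%, a split chosen after the data had been seen. Each mutant then has a single control library, and no test was made on the split, so part of the excess with both yw libraries may come from the shared controls, and genes are not independent replicates. None of the 701 genes passed without any single yw or HP1b16 library, though all 701 kept their direction, and 1766 and 5052 genes passed without HP1b86 replicate 1 and without HP1b86 replicate 2; genes passing in both mutants then numbered 446 and 2129.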

Overall, if we consider all genes, gene expression changes observed between *yw* and *HP1b* mutants occur in roughly equal proportions in either direction (*HP1b*^*16*^: 46% up, 54% down; *HP1b*^*86*^: 56% up, 44% down; S6 Fig). In contrast, among the genes with significantly altered gene expression, upregulation is more common (S6 Fig). For example, in the gene set with significantly altered gene expression in both *HP1b* mutant strains, 85% of genes are upregulated, and only 15% are downregulated (S6 Fig). Together, these data illustrate that loss of HP1B impacts a large number of genes and that while upregulation appears more common, gene expression changes can occur in both directions.

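In HP1b16, 40.8% of the 10986 tested genes lay above their yw mean and 59.2% below it, and in HP1b86 49.5% lay above and 50.5% below. Single libraries gave 39.8% and 42.1% above yw in HP1b16 (SD 1.65, n = 2) and 43.7% and 62.2% in HP1b86 (SD 13.1, n = 2), so the difference between the mutants is within the spread of the HP1b86 libraries. Of 30 genes of the cell cycle and DNA replication, 16 were above and 14 below yw in the mean of both mutants, with a median log2 fold change of 0.03 that was -0.35 under scaling to TPM, where the median of all tested genes was -0.45, and turned to -0.02 under quantile normalization. Of 30 genes of the testis and spermatocytes, 26 were below, with a median of -0.32, though 29 were higher in HP1b86 replicate 2 than in replicate 1. Without HP1b86 replicate 1 the median was 0.19 (adjusted p = 0.126 from limma's camera), and without replicate 2 it was -0.90 (adjusted p = 0.000198 from limma's camera, against 0.494 with all libraries). Of 92 genes of the cytosolic ribosome, 82 were above, with a median of 0.22 that was -0.19 under scaling to TPM, still above that of all tested genes, and -0.24 under quantile normalization, where that of all tested genes was -0.15 (adjusted p = 2.86e-05 from limma's camera, as lower). No member of these 3 lists passed limma's threshold in the mean of both mutants, adjusted over all genes or over the list alone, and 1 member of each had an unadjusted p under 0.05. The ribosomal list had a camera adjusted p of 0.00142, and an adjusted p = 0.755 with an estimated correlation. The shares depend on the scale of the libraries: with TPM they were 27.5% in HP1b16 and 19.8% in HP1b86.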

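Genes above yw outnumbered those below among the genes that passed limma's threshold in HP1b86 and in the mean of both mutants. In HP1b86, 73.8% of the 443 genes were higher, and in the mean of both mutants 73.3% of the 701 genes. In the mean of both mutants the median log2 fold change was 1.99 among the 514 higher genes and -1.16 among the 187 lower genes. CG5550 had a log2 fold change of 4.12 (standard error 0.23, adjusted p = 0.0268 from limma), and CG13492 had a log2 fold change of 3.83 (standard error 0.23, adjusted p = 0.0268 from limma). Of the 10 lower genes with the smallest p among those with all 4 mutant libraries below both yw libraries, HP1b itself had the largest log2 fold change, -3.59 (standard error 0.13, adjusted p = 0.0268 from limma), and the other 9 lay between -1.93 for CR32745 and -1.13 for CG42370. With a pseudocount of 0.1 the value of HP1b was -5.04, since HP1b lay near 0 FPKM in HP1b86. Of the genes at an unadjusted p under 0.05 in both mutants, 68.0% were higher. In these 2 comparisons the excess of higher genes depended on the scale of the libraries: in the mean of both mutants 76.8% were higher with median-ratio scaling, 52.3% with quantile normalization and 46.0% with TPM, and in HP1b86 48.8% with quantile normalization and 22.7% with TPM. Without HP1b86 replicate 2, 44.4% were higher in the mean of both mutants. The genes that passed in both mutants stayed mostly higher where there were any under these settings: 218 of 264 (82.6%) with TPM, 262 of 362 (72.4%) with quantile normalization and 1419 of 2129 (66.7%) without HP1b86 replicate 2. In HP1b16 alone the shares were 83.2%, 70.8% and 64.1%.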

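Genes that respond to the moulting hormone ecdysone were the clearest group among the lower genes. Of 21 measured, 6 were lower and 1 higher in the mean of both mutants at an adjusted p under 0.05 from limma (13 lower and 3 higher when adjusted over the list alone), and the median log2 fold change was -0.99. ImpE2 fell from 488 and 352 FPKM in yw to between 105 and 178 FPKM in the mutants, a log2 fold change of -1.67 (standard error 0.27, adjusted p = 0.0455 from limma). The transcription factor gene br had -1.63 (standard error 0.25, adjusted p = 0.0413 from limma). Camera gave an adjusted p of 0.000284 for the list as lower, and an adjusted p = 0.496 with an estimated correlation. Of 14 genes of insulin, adipokinetic and feeding signals, 3 were lower and none higher (4 lower and 2 higher when adjusted over the list alone): Ilp6, the insulin receptor gene InR with a log2 fold change of -0.90 (standard error 0.15, adjusted p = 0.0476 from limma), and Thor, which encodes a repressor of translation under insulin control, with -1.03 (standard error 0.17, adjusted p = 0.0455 from limma). That list as a whole had a median of 0.08 (adjusted p = 0.966 from limma's camera), which was -0.26 under scaling to TPM, where the median of all tested genes was -0.45. In the other direction, 7 of 20 muscle genes were higher and none lower (17 higher when adjusted over the list alone), among them the myosin heavy chain gene Mhc, with a log2 fold change of 2.87 (standard error 0.33, adjusted p = 0.0350 from limma). The muscle list had a camera adjusted p of 6.88e-08, and an adjusted p = 0.496 with an estimated correlation. Leaving out any single yw or HP1b16 library ended the calls of these single genes, while the camera calls of both lists remained.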

Next, we investigated the types of genes affected by loss of HP1B. By analyzing gene ontology (GO) terms associated with the differentially expressed genes using PANTHER [41], we identified a variety of GO terms enriched in the gene set affected by the loss of HP1B (Fig 8). 

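Digestive serine proteases, cytochrome P450 genes, peritrophins and chitin enzymes, and larval cuticle genes were enriched among the 514 genes that were higher in the mean of both mutants. Of 29 digestive serine proteases, 14 were higher and none lower (25 higher when adjusted over the list alone), such as lambdaTry, a trypsin gene, with a log2 fold change of 5.02 (standard error 0.41, adjusted p = 0.0312 from limma). Of 65 cytochrome P450 genes, whose enzymes oxidise toxins and hormones, 13 were higher and none lower (36 higher and 3 lower when adjusted over the list alone), among them Cyp6a2, at 0.417 and 1.14 FPKM in yw and between 36.2 and 106 FPKM in the mutants. Of 33 genes of peritrophins and chitin enzymes, 7 were higher and none lower (17 higher and 2 lower when adjusted over the list alone). Of 13 larval cuticle genes, 5 were higher and none lower (10 higher when adjusted over the list alone). Fisher's exact test over the 10986 tested genes and 35 lists gave an adjusted p of 2.87e-10 for the proteases, 0.000136 for the P450 genes, 0.00487 for the peritrophins and chitin enzymes, 0.00181 for the larval cuticle, 0.000250 for the muscle genes and 0.0373 for fatty acid and triglyceride synthesis. Digestive carbohydrases, glutathione S-transferases and pupal cuticle genes were not enriched (adjusted p = 0.337, 0.250 and 0.717 by Fisher's exact test). The same held for the Krebs cycle (0 of 29 members), complex I (0 of 32), glycolysis (2 of 22) and amino acid catabolism (2 of 23). Their adjusted p were 0.982, 0.717, 0.683 and 0.683 by Fisher's exact test. No member of complex III, complex IV, ATP synthase or beta-oxidation was among the 514 genes. Among the 187 lower genes the adjusted p by Fisher's exact test was 3.45e-05 for the ecdysone response and 0.0269 for the insulin, adipokinetic and feeding signals. Camera, which reads all members of a list, gave for the proteases, the P450 genes, the peritrophins and chitin enzymes and the larval cuticle an adjusted p of 3.98e-12, 9.36e-11, 5.00e-05 and 1.39e-06, and an adjusted p = 0.496 for each with an estimated correlation. Trypsin, Jonah and Lcp65A genes have near-identical copies that may share reads. Without such members the median log2 fold change of the protease list was 1.87, against 1.78 with all 29 members. Its adjusted p from limma's camera was then 0.146. All Jonah and most trypsin genes are left out there, so few members remain. That p-value therefore cannot tell whether shared reads made the difference. Without any single yw or HP1b16 library no gene passed, so no enrichment could be found, and 16 and 18 lists were enriched without HP1b86 replicate 1 and without HP1b86 replicate 2, against 6 with all libraries.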

While none of the GO SLIM terms were enriched significantly in the downregulated gene set, the upregulated genes were highly enriched for a variety of metabolism-related terms. These terms include the broad term “metabolic process”, but also more specific terms such as “carbohydrate metabolic process”, “lipid metabolic process”, and “steroid metabolic process” (Fig 8, S2 Table). This preponderance of metabolism-related terms is also evident in the full GO analysis (S3 and S4 Tables). Thus, the gene expression analysis suggests that loss of HP1B leads to a profoundly altered metabolism which might be the root of the various other phenotypes of *HP1b* mutants noted above.

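Of 22 genes of glycolysis and gluconeogenesis, 2 were higher and none lower in the mean of both mutants at an adjusted p under 0.05 from limma (18 higher when adjusted over the list alone), with a median log2 fold change of 1.56. Gpdh, the glycerol-3-phosphate dehydrogenase gene, had a log2 fold change of 3.42 (standard error 0.59, adjusted p = 0.0487 from limma) and Pfk, the phosphofructokinase gene, 1.45 (standard error 0.22, adjusted p = 0.0405 from limma). Of 12 digestive carbohydrases, 2 were higher and 1 lower (5 and 1 when adjusted over the list alone). The maltase genes Mal-A3 and Mal-A1 had log2 fold changes of 4.16 and 2.88, while Mal-A5 had -0.75. The list's median of 0.21 was -0.13 under scaling to TPM, where the median of all tested genes was -0.45 (adjusted p = 0.0361 from limma's camera, which compares a list with the other genes). Of 26 genes of fatty acid and triglyceride synthesis, 5 were higher and none lower (14 higher and 1 lower when adjusted over the list alone), with a median of 0.80. CG3523, which encodes a fatty acid synthase, went from 21.2 and 32.2 FPKM in yw to between 101 and 228 FPKM in the mutants (log2 fold change 2.66, standard error 0.38, adjusted p = 0.0393 from limma), and ACC, the acetyl-CoA carboxylase gene, had 2.01 (standard error 0.29, adjusted p = 0.0386 from limma). None of the 29 genes of fatty acid beta-oxidation passed singly or adjusted over the list alone, though 27 lay above yw and 15 had an unadjusted p under 0.05, with a median of 0.81. Of 20 genes of lipid and sterol transport, 3 were higher and none lower (4 higher when adjusted over the list alone), all of them Niemann-Pick type genes of sterol transport: Npc2d, Npc1b and Npc2f, with log2 fold changes of 2.46, 2.04 and 1.53. None of the 10 genes of ecdysteroid synthesis and turnover passed (3 lower and 1 higher when adjusted over the list alone), and their median was -0.39. Camera called glycolysis (adjusted p = 1.39e-06), fatty acid synthesis (adjusted p = 7.22e-06) and beta-oxidation (adjusted p = 2.63e-06) as higher, and with an estimated correlation these were an adjusted p = 0.496, 0.496 and 0.505. The carbohydrases (adjusted p = 0.0545), lipid and sterol transport (adjusted p = 0.131) and the ecdysteroid list (adjusted p = 0.0710) did not pass limma's camera. Without any single yw or HP1b16 library none of the single genes passed.

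**Figure D2:**
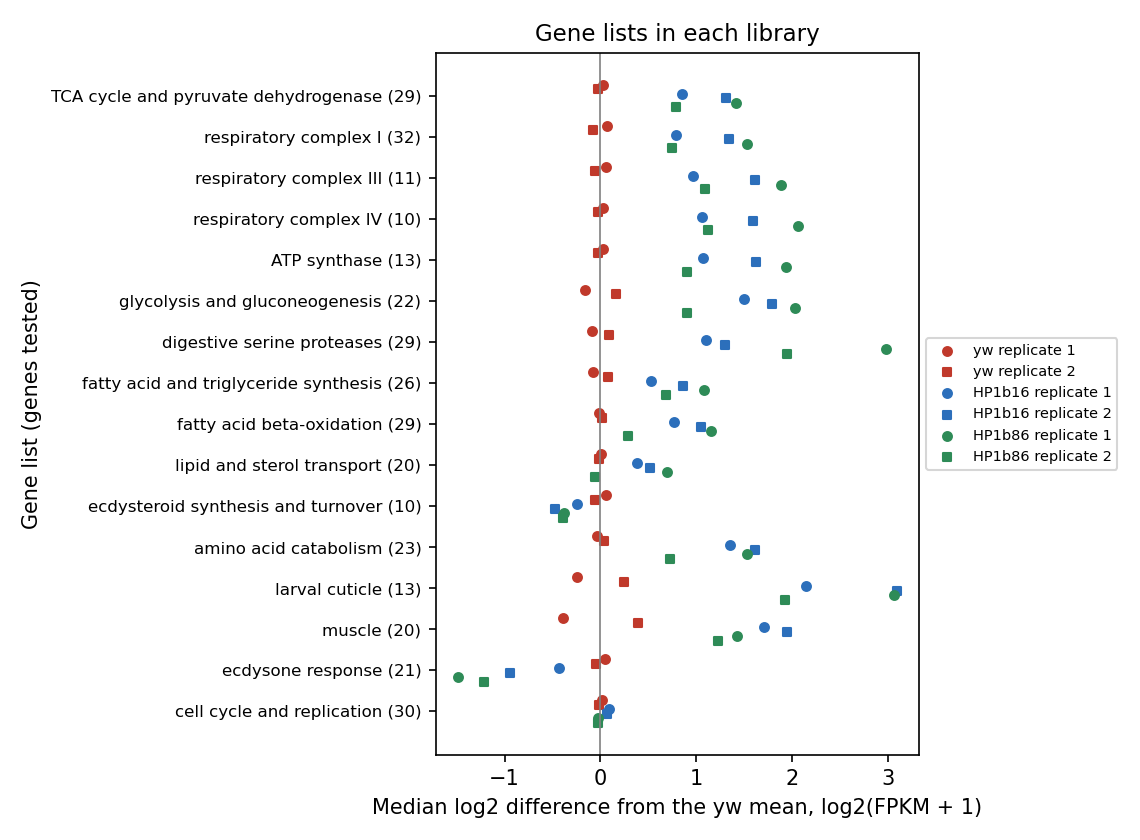
Median log2 difference from the yw mean, in log2(FPKM + 1), of the tested genes of 16 gene lists in each library. Colours stand for the genotype, circles for replicate 1 and squares for replicate 2. For glycolysis and gluconeogenesis the 4 mutant libraries lie between 0.90 and 2.03, and for the ecdysone response between -1.49 and -0.43.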

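Of 23 genes of amino acid catabolism, 2 were higher and none lower in the mean of both mutants at an adjusted p under 0.05 from limma (17 higher when adjusted over the list alone), with a median log2 fold change of 1.29. Got1, an aspartate aminotransferase gene, went from 59.3 and 66.6 FPKM in yw to between 134 and 230 FPKM in the mutants (log2 fold change 1.49, standard error 0.26, adjusted p = 0.0493 from limma). Of 32 glutathione S-transferase genes, 4 were higher and none lower (15 higher when adjusted over the list alone), such as GstE10 with 2.50 (standard error 0.27, adjusted p = 0.0332 from limma). Of 21 genes of oxidative stress defence, 2 were higher and none lower (7 higher when adjusted over the list alone), and both encode subunits of the enzyme that starts glutathione synthesis: Gclc with 1.42 (standard error 0.12, adjusted p = 0.0312 from limma) and Gclm with 1.66 (standard error 0.27, adjusted p = 0.0440 from limma). Camera gave these 3 lists an adjusted p of 2.63e-06, 4.15e-06 and 0.000453, and with an estimated correlation an adjusted p = 0.496, 0.498 and 0.505. The single genes did not pass without any single yw or HP1b16 library.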

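Taken over the 195 tested genes of energy metabolism, which are the members of the lists for the Krebs cycle, the respiratory complexes, ATP synthase, glycolysis, fatty acid synthesis, beta-oxidation and amino acid catabolism, the median log2 fold change was 1.10 in HP1b16 and 1.14 in HP1b86. Every mutant library had a median above the yw mean, from 0.78 in HP1b86 replicate 2 to 1.55 in HP1b86 replicate 1, with 0.85 and 1.37 in the HP1b16 libraries. In the same 4 libraries the muscle list had medians from 1.22 to 1.95, and the ecdysone response list from -1.49 to -0.43. The energy medians alone therefore do not separate a change in metabolism from a difference in stage or tissue. Of the 29 genes of the Krebs cycle and pyruvate dehydrogenase, 22 lay above yw in all 4 mutant libraries. None passed limma's threshold over all genes, 21 had an unadjusted p under 0.05, and 18 were higher and none lower when adjusted over the list alone. Mdh2, a malate dehydrogenase gene, stood at 87.8 and 99.5 FPKM in yw and between 189 and 481 FPKM in the mutants (log2 fold change 1.79, standard error 0.44, adjusted p = 0.0769 from limma). The camera adjusted p of that list was 5.40e-06, with a median log2 fold change of 1.08, and an adjusted p = 0.496 with an estimated correlation. The size of the difference moved with the scaling of the libraries: with TPM the median of the 195 genes was 0.87 in HP1b16 and 0.55 in HP1b86, where the median of all tested genes was -0.32 and -0.53. From the number of metabolism-related terms among the genes higher in both mutants, the paper proposes that loss of HP1B alters metabolism profoundly and that this change might lie at the root of the other phenotypes. Its discussion also cites the metabolite measurements and the assay of mitochondrial function for this.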

**Fig 8:**
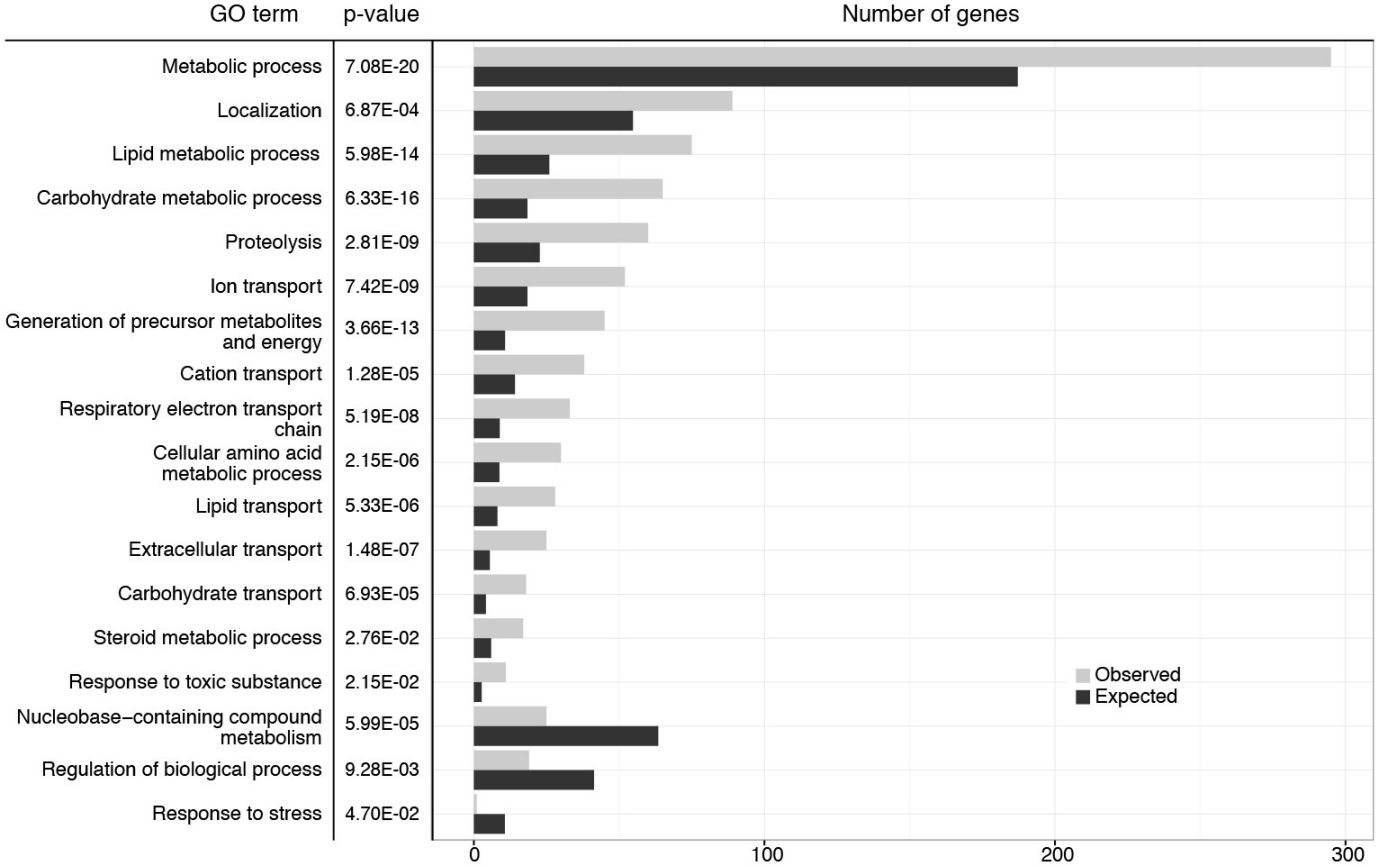
Expression analysis identifies metabolism genes as altered in *HP1b* mutants. GO terms significantly enriched (top) or depleted (bottom three terms) are reported along with the relevant p-values. The bar graphs show the observed (grey) and expected (black) number of genes associated with each GO term. GO terms show are top level terms from GO SLIM. For the results for all GO SLIM terms, see S2 Table. For the results from the basic GO term analysis see S3 (upregulated genes) and S4 (downregulated genes) Tables.

### Levels of some Krebs cycle metabolites and mitochondrial complexes are lowered in *HP1b* mutants

Given that the expression analysis suggested that metabolic processes were strongly impacted by loss of HP1B, we carried out a targeted metabolite assay for Krebs cycle intermediates using mass spectrometry. Metabolites assayed included pyruvate, lactate, citrate, *cis*-aconitate, isocitrate, 2-hydroxyglutarate, α-keto-gluterate, succinate, fumarate, malate, oxalo-acetate, glutamate, glutamine, and aspartate. Of these compounds, *cis*-aconitate, isocitrate, α-keto-gluterate, and oxalo-acetate were below the limit of quantification. Among the remaining metabolites, citrate and malate levels are impacted by loss of HP1B (Fig 9). Citrate levels in extracts from *HP1b* mutant animals are lower than the citrate levels in the *yw* control samples (p<0.05, t-test, Fig 9A). Malate levels are also lower in the extracts from animals lacking HP1B, but the difference is not significant (p = 0.067159718, t-test, Fig 9B), most likely due to the relatively small sample size. Together, these results suggest that the levels of some Krebs cycle metabolites are indeed impacted by the loss of HP1B.

**Fig 9:**
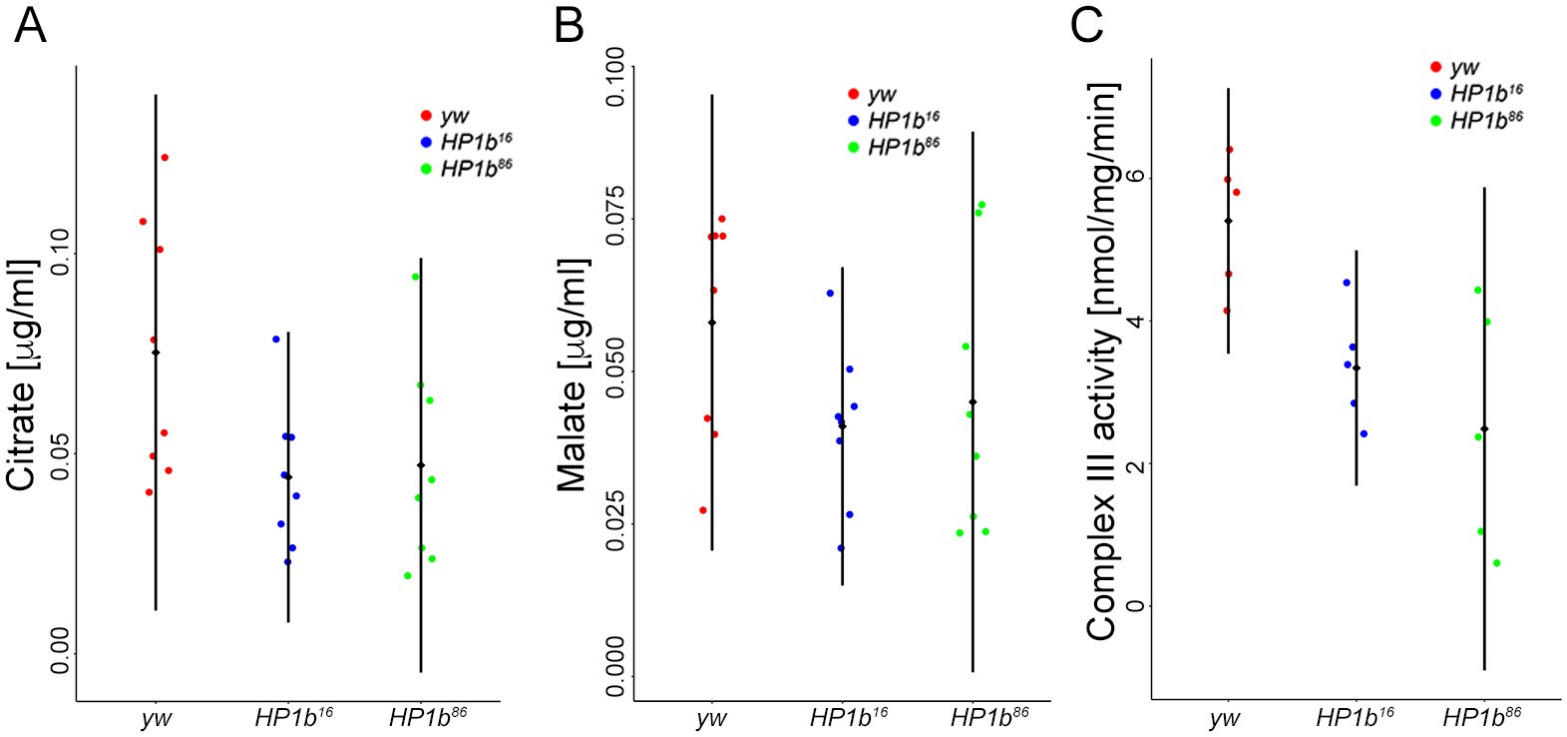
Krebs cycle metabolites and mitochondrial complex III activity are impacted by loss of HP1B. **A&B**. Assay of Krebs cycle metabolites by mass spectroscopy reveals that citrate (**A**) and malate (**B**) levels are lower in *HP1b* mutants. X-axis: Genotypes. Y-axis: Metabolite levels in μg/ml. n = 4 per sex and genotype. **C**. Mitochondrial function assays indicate that Complex III activity is reduced in *HP1b* mutant animals (males). X-axis: Genotypes. Y-axis: enzyme activity in mmol/mg/min. n = 5 per genotype.

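Of 11 genes of complex III, 8 lay above yw in all 4 mutant libraries and 3 below yw in the mean of both mutants, and the median log2 fold change was 1.40. The complex III gene ox stood at 171 and 144 FPKM in yw and between 297 and 581 FPKM in the mutants (log2 fold change 1.40, standard error 0.27, adjusted p = 0.0551 from limma), and CG7580, another subunit gene, had 1.39 (standard error 0.30, adjusted p = 0.0627 from limma). The median log2 fold change was 1.10 over 32 genes of complex I, 1.46 over 10 of complex IV and 1.39 over 13 of ATP synthase. None of the genes of these 4 lists passed limma's threshold over all genes, though at an unadjusted p under 0.05 the numbers were 28, 8, 9 and 12 for complex I, III, IV and ATP synthase. Adjusted over the list alone, 28 genes of complex I, 8 of complex III, 9 of complex IV and 12 of ATP synthase were higher, and none was lower. Camera gave complex I, complex III, complex IV and ATP synthase an adjusted p of 1.03e-09, 0.00233, 9.27e-05 and 4.74e-06, and with an estimated correlation an adjusted p = 0.498, 0.496, 0.496 and 0.496. In the same comparison 16 of 20 muscle genes lay above yw in all 4 mutant libraries, with a median of 1.55. The gene kdn, which encodes citrate synthase and was looked up because the paper assays that enzyme, had a log2 fold change of 1.69 in the mean of both mutants (standard error 0.39, adjusted p = 0.0706 from limma). All these values are RNA levels in instar 3 larvae. The paper measured enzyme activity in thoraces of adult males, with complex III lower in the mutants and citrate synthase similar. Stage, tissue and measure differ, so the higher RNA levels do not show the activity of either enzyme. Of 4 tested rows of mitochondrially encoded genes, 1 was higher: the row of mt:ND2 and 2 transfer RNA genes, with a log2 fold change of 1.69 (standard error 0.23, adjusted p = 0.0360 from limma), a call lost without any single yw or HP1b16 library. The other 3 rows hold very abundant transcripts listed at 0 in at least 1 library, so their values cannot be compared between genotypes.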

Because both our metabolite and RNA-seq analysis indicated that the mitochondria might be impacted by loss of HP1B, we next assayed two mitochondrial enzymes for their activity, citrate synthase (chosen based on the results from the metabolite analysis) and mitochondrial complex III, which has been linked to an inability to exercise in humans [60]. We found that, while citrate synthase activity levels were similar for HP1B mutant and yw control animals (ANOVA, p>0.05), *HP1b* mutants had decreased levels of complex III activity (Fig 9C, ANOVA, *HP1b*^*16*^ and *yw* p = 0.048, *HP1b*^*86*^ and *yw*: p = 0.006). On average, the activity measured for complex III in *yw* was 5.4nmol/mg/min (+/-0.9), while the average for *HP1b* mutants was 3.3nmol/mg/min (+/-0.8, *HP1b*^*16*^) and 2.5nmol/mg/min (+/-1.7; *HP1b*^*86*^). Thus, complex III activity was reduced by approximately 48% in the mutant animals compared to the controls. These results demonstrate that loss of HP1B significantly impacts mitochondrial activity, which might explain the lower activity levels of the animals.

## Discussion

In our study, we describe for the first time the phenotypes associated with null mutations in *HP1b*, a member of the HP1 family in Drosophila. Our results indicate that HP1B is not essential for survival, but nonetheless impacts important organism-level phenotypes. While we find that females lacking HP1B produce fewer adult offspring than control animals, homozygous *HP1b* mutants can be maintained as a healthy stock. These findings are consistent with the results of an RNAi knockdown study carried out in 2011, which found slightly decreased viability in flies with lower levels of HP1B [61]. With respect to viability, HP1B thus is similar to HP1C, another somatic HP1 homolog in Drosophila. While *HP1c* null alleles typically are maintained in a heterozygous stock, homozygous mutant flies survive to adulthood and are fertile [62]. The non-essential nature of HP1B and HP1C contrasts with the lethality seen for HP1a, which mainly functions in heterochromatin [24, 25, 48]. Thus, these observations indicate that the phenotypes of null mutations in the Drosophila HP1 proteins reflect their functional divergence.

Similar to mutations in many other chromatin proteins, mutations in HP1B affect PEV. However, as with the survival and fertility phenotypes, HP1B’s impact on PEV is distinct from that of HP1a and HP1C. HP1a/*Su(var)205* mutations are strong dominant suppressors of PEV for transgenes in pericentric heterochromatin and on chromosome 4 in both males and females [63–67]. Tethering HP1C to a transgene leads to increased transcription from the reporter [53], and analysis of an HP1C deficiency line suggests that it acts as dominant suppressor of variegation at the telomere (telomere position effect), but has no impact on PEV assayed by *w*^*m4*^ [68]. The results presented here for HP1B show that it acts as an enhancer of variegation in males in all sequences contexts examined (pericentric, telomeric, and chromosome 4). In females, *HP1b* mutations suppress variegation on chromosome 4, but enhance variegation for pericentric reporters. This discrepancy between the sexes is unusual, but most likely due to the fact that the *HP1b* gene is located on the X chromosome, and males thus lack HP1B completely, while females retain one dose, suggesting that impact of HP1B on PEV is dose-dependent. Additional experiments will be required to determine if females respond to a complete lack of HP1B the same way as males and how HP1B is able to impact sites at the telomere and centromere, as these domains are typically controlled by distinct sets of modifiers [66].

While not significantly impacting stock viability, phenotypic characterization of *HP1b* mutants revealed that loss of this chromatin protein has far-reaching consequences. The animals exhibit changed behaviors such as lowered food intake and lowered activity levels throughout development. These behavioral alterations lead to a shift in body composition, with the animals accumulating high body fat levels especially early in life. Together, these changes result in two stress resistance phenotypes, starvation stress resistance and oxidative stress resistance. Contrary to common belief, these stress resistance phenotypes are not due to an up-regulated stress response pathway; they are due to altered behavior and body composition: lower activity levels and higher initial body fat content allows the *HP1b* mutant animals to survive longer under starvation conditions, while the lower food intake allows them to better tolerate the oxidative stress conditions as they ingest less oxidizer.

Currently, it is unclear how often phenotypes like the ones described here for *HP1b* mutants occur in other chromatin mutants as few studies go beyond characterizing viability and fertility/offspring number. Fertility defects are seen in a number of chromatin mutants, including *egg* (the Drosophila SETDB1 homolog; [69, 70]), *su(Hw)* (an insulator protein; [71, 72]) and *rhino* (a female germline specific HP1 homolog; [73]). In mutants lacking the H3K9 histone methyltransferase SU(VAR)3-9 or the H3S10 kinase JIL-1, fewer than the expected offspring number are seen, suggesting that fertility and viability are affected [74, 75]. Given the frequency in which fertility and survival are affected by mutations in chromatin components, it is likely that to date unreported phenotypes similar to those found in *HP1b* mutants might occur as well.

The RNA-seq analysis suggests that the various phenotypes of *HP1b* mutants originate in their altered metabolism. This hypothesis is supported by the large fraction of genes associated with metabolism GO terms that are found to be misregulated in the RNA-seq study, the results of the targeted metabolite study, and the mitochondria function assay. To date, no other metabolism studies have been reported for mutants lacking HP1 proteins. However, an RNAi knockdown study of HP1 proteins in Drosophila tissue culture cells found a significant enrichment of genes associated with metabolism (based on GO terms) among the misregulated gene set [76]. These results indicate that the link between HP1B and metabolism is conserved in the tissue culture system as well as animals.

Results from other model organisms further support a link between HP1 proteins and metabolism. Mice, as humans, have three HP1 homologs, HP1α, HP1β, and HP1γ (CBX5, CBX1, CBX3). A hypomorphic allele of the HP1 homolog *Cbx3* (HP1γ) caused death in most mice prior to weaning and is associated with small pup size and altered energy homeostasis [77]. In *C*. *elegans*, loss of the HP1 homolog HP1L-2 leads to altered lipid metabolism in the animals [78]. These examples illustrate that the link identified in this study between an HP1 protein and metabolism might exist in other species as well.

The mechanism by which HP1B exerts its influence on metabolism genes is currently unclear. The finding that HP1B acts as E(var) in this study would suggest that it has a transcription activating function. However, all reporter genes tested in this study were located in heterochromatin, and when a *lacI* tagged version of HP1B was targeted to two euchromatic transgenes, silencing was reported [53]. Gene expression studies presented here as well as previous expression microarray [76] and qPCR studies [61] also show varying results in that loss of HP1B can lead to increased as well as decreased gene expression. Together, these findings suggest that the impact of HP1B loss on gene expression might be context-dependent.

Context-dependent impacts on gene expression have also been reported for another HP1 protein, HP1a in Drosophila. HP1a is mostly a transcriptional repressor [79], but it also acts as transcriptional activator for approximately 100 euchromatic loci [80] as well as several heterochromatic loci [49, 81–83]. Similar complex associations between HP1 proteins and transcription have been described in other species including mammals [reviewed in [84]], indicating that context-dependent roles in gene regulation are a common characteristic of HP1 proteins.

The complex impacts of HP1 proteins on gene expression might be explained in part by their diverse set of interacting proteins. Interactors include activators, repressors, and RNA pol II itself among many others, including other HP1 proteins [for data from Drosophila, see [85, 86]; reviewed in [84]]. HP1B and HP1C specifically bind to many of the same genomic target sites [87–89], which raises the possibility that these two proteins could partially compensate for each other’s function. However, in the RNA-seq analysis presented here, neither HP1a/*Su(var)205* nor *HP1c* gene expressing are altered significantly. 

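Su(var)205, which encodes HP1a, stood at 164 and 153 FPKM in yw, at 135 and 134 FPKM in HP1b16 and at 148 and 141 FPKM in HP1b86. HP1c stood at 26.1 and 25.0 FPKM in yw, at 19.6 and 19.1 FPKM in HP1b16 and at 20.0 and 23.4 FPKM in HP1b86. The log2 fold changes of Su(var)205 were -0.23 in HP1b16 (standard error 0.11, adjusted p = 0.297 from limma) and -0.13 in HP1b86 (standard error 0.11, adjusted p = 0.520 from limma). Those of HP1c were -0.38 in HP1b16 (standard error 0.12, adjusted p = 0.168 from limma) and -0.23 in HP1b86 (standard error 0.12, adjusted p = 0.292 from limma). Both genes lay below yw in all 4 mutant libraries, and neither passed the threshold. Over the mean of both mutants Su(var)205 passed with quantile normalization (log2 fold change -0.61, adjusted p = 0.0443 from limma), where its adjusted p under the other alternatives ranged up to 0.768, and HP1c passed without HP1b86 replicate 2 (log2 fold change -0.36, adjusted p = 0.0426 from limma), where its others ranged up to 0.507. Of 17 tested genes of the HP1 family and heterochromatin, only HP1b passed in the mean of both mutants, as lower (2 lower and 1 higher when adjusted over the list alone), and the list's median log2 fold change was -0.20 (adjusted p = 0.0733 from limma's camera).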

Currently, it is mostly unclear what happens to protein partners if individual HP1 proteins are depleted, and how this depletion affects the various protein complexes HP1 proteins participate in. Thus, knowledge of what additional protein interactions occur at individual HP1 protein binding sites might be necessary to predict the effects of HP1 proteins—and that of their removal—on gene expression at the target site. Further investigation of these interactors might also reveal how HP1B—and other HP proteins—are recruited to their target sites and how their regulation differs among HP1 paralogs. These studies will be essential to determine how the chromatin protein HP1B is linked to the control of metabolism as demonstrated in our studies.

## Supporting information

S1 Table Genotype and sex strongly impact feeding behavior.

S2 Table Expanded GO analysis results I.

S3 Table Expanded GO analysis results II.

S4 Table Expanded GO analysis results III.

S1 Fig *HP1b* mutations enhance *Sb*^*v*^ variegation, but can act as Su(var) or E(var), depending on the reporter insertion site of a *white* reporter. **A**. Eye pigment assays for females from the five reporter insertions assayed. The response of an *hsp70-white* reporter to a single mutant *HP1b* allele in female flies depends on the reporter location. *: comparisons of mutant eye pigment levels to the *y*^-^*w*^-^ control that are statistically significant (p<0.05, t-test). Y-axis: OD_480_ measuring eye pigment. X-axis: reporter insertions. Results from the *y*^-^*w*^-^ control are in red, from *HP1b*^*16*^ in blue, and from *HP1b*^*86*^ in green. Box plots: black bar—median; box—+25% and -25% quartiles; whiskers—maximum and minimum; circles—outliers; n = 6–10. **B**. *Stubble* variegation assays indicate that *HP1b* is an enhancer of variegation, as the presence of the *HP1b* mutant alleles significantly increases the number of wildtype bristles compared to the *y*^-^*w*^-^ control (p<0.01, Tukey multiple comparisons of means; n = 19–39). Data from females. Results from the *y*^-^*w*^-^ control are in red, from *HP1b*^*16*^ in blue, and from *HP1b*^*86*^ in green. Box plots: black bar—median; box—+25% and -25% quartiles; whiskers—maximum and minimum; circles—outliers.
(TIF)

S2 Fig Adult activity levels are impacted in both males and females. **A**. Female flies lacking HP1B show significantly lower activity levels than animals of the *yw* control genotype (p<0.001 for both comparisons; Tukey’s HSD). **B**. In males, the activity levels of animals lacking HP1B is reduced compared to *yw*, but the effect is less pronounced than in females and only significant for the *HP1b*^*86*^ allele (p-value not significant for *HP1b*^*16*^, and p<0.001 for *HP1b*^*86*^, Tukey’s HSD). Y-axis: activity level as measured by recorded beam crossings in an activity monitor for 10 flies within the 2hr assay period. Black diamond and bar: mean +/- SD. N = 25 per sex/genotype combination.
(TIF)

S3 Fig Loss of HP1B impacts survival during stress in both males and females. **A**. Female *HP1b* mutant animals survive significantly longer during starvation condition than *yw* control animals (top; p = 6.455e-09 and p = 4.672e-07 for *HP1b*^*16*^ and *HP1b*^*86*^ respectively; Kruskal-Wallis rank sum test), while for males, only the comparison between *HP1b*^*16*^ and *yw* is significant (bottom; p = 2.054e-07; Kruskal-Wallis rank sum test). **B**. Female *HP1b* mutant animals survive significantly longer after exposure to the oxidizer paraquat than *yw* control animals (top; p = 3.752e-10 and p < 2.2e-16 for *HP1b*^*16*^ and *HP1b*^*86*^ respectively; Kruskal-Wallis rank sum test), as do males (bottom; p = 1.252e-05 and p = 1.79e-14 for *HP1b*^*16*^ and *HP1b*^*86*^ respectively; Kruskal-Wallis rank sum test). **C**. *HP1b* mutant animals, both male and female, do not show improved survival during heat stress conditions (37°C) compared to *yw* control animals. In contrast, *HP1b*^*86*^ shows significantly lower survival (p = 0.001803 in females [top] and p = 1.499e-08in males [bottom]; Kruskal-Wallis rank sum test). For **A-C**: X-axis—time to death in hours. Y-axis—survival probability. Data shown are from three trials, each with 100 animals per genotype.
(TIF)

S4 Fig Loss of HP1B impacts the survival curve of females and males differently. **A**. Survival curves differ significantly between the *HP1b* mutant strains and the *yw* control strain in females (*HP1b*^*16*^: p = 0.0259; *HP1b*^*86*^: p = 0.00563; log rank test). **B**. In males, the survival curves of *HP1b* mutant animals do not differ significantly from the survival curves of *yw* control animals (p not significant; log rank test). **A+B**: X-axis—time to death in days. Y-axis—survival probability. Data shown are combined from three trials, each with 100 animals per genotype/sex.
(TIF)

S5 Fig Altered feeding behavior is the likely cause of increased oxidative stress resistance as measured by paraquat feeding in both males and females. The paraquat concentration was adjusted to take into account differences in feeding behavior between *HP1b* mutants (blue, green) and the *yw* control strain (red). **A. Females**. After adjusting the paraquat concentration, female *HP1b* mutant animals die earlier than their *yw* counterparts (*HP1b*^*16*^: p = 7.413e-11; *HP1b*^*86*^: p = 2.113e-14; Kruskal-Wallis rank sum test). **B. Males**. After adjusting the paraquat concentration, no difference in survival is detected between *HP1b* mutants and *yw* (*HP1b*^*16*^: p = 0.31; *HP1b*^*86*^: p = 0.9883; Kruskal-Wallis-rank sum test). Y-axis: survival probability; X-axis: Time to death in hours. N = 100 animals per genotype/sex.
(TIF)

S6 Fig Gene expression studies identify a large number of genes impacted by loss of HP1B. **A**. Venn diagram illustrating the overlap in the gene sets identified as significantly altered in gene expression in the *HP1b*^*16*^ and *HP1b*^*86*^ mutant strains. Only genes with an FDR<0.05 are included (Benjamini-Hochberg). **B**. Stacked bar graph illustrating the percentage of genes up- versus down-regulated upon loss of HP1B compared to the *yw* control strain. Red: upregulated genes; blue: downregulated genes.
(TIF)

S1 File Compressed file archive containing the raw phenotypic data.

# Supplementary material for: HP1B is a euchromatic Drosophila HP1 homolog with links to metabolism
**Source:** PLoS One. 2018 Oct 22;13(10):e0205867. doi: 10.1371/journal.pone.0205867
**Supplement:** S1 Table

**S1 Table. Genotype and sex strongly impact feeding behavior.**

**A.** Means and standard deviation of food consumption as measured by the CAFÉ assay. Note that the capillaries used in trial 3 had a different diameter than the ones used in trials 1 and 2, and thus, the drop in food levels within the glass capillaries [in mm] is quite different.

**B.** P-values for the comparisons listed in the first column for the three independent trials of the CAFÉ assay that were conducted to estimate food consumption. P-values are derived from a Tukey’s HSD test, unless normality assumption was violated. For non-normal data, a Kruskal-Wallis rank sum test was used (indicated by * in the table below).

**A. Means and standard deviation**

| **Genotype** | **Sex** | **Trial 1** | **Trial 2** | **Trial 3** |
| --- | --- | --- | --- | --- |
| *yw* | combined | 5.71+/-1.98 | 6.31+/-1.76 | 2.33+/-0.72 |
| *HP1b^16^* | combined | 4.12+/-1.62 | 4.00+/-1.09 | 1.77+/-0.72 |
| *HP1b^86^* | combined | 4.65+/-0.81 | 4.63+/-1.84 | 1.68+/-0.70 |
| *yw* | female | 7.15+/-1.72 | 6.37+/-1.10 | 2.56+/-0.65 |
| *HP1b^16^* | female | 5.47+/-0.74 | 4.72+/-0.84 | 2.23+/-0.652 |
| *HP1b^86^* | female | 5.10+/-0.48 | 5.32+/-1.95 | 1.86+/-0.90 |
| *yw* | male | 4.26+/-0.83 | 6.25+/-2.33 | 2.09+/-0.74 |
| *HP1b^16^* | male | 2.76+/-0.83 | 3.28+/-0.81 | 1.31+/-0.45 |
| *HP1b^86^* | male | 4.20+/-0.88 | 3.94+/-1.54 | 1.51+/-0.41 |

**B. P-values**

| **Comparison** | **Sex** | **Trial 1** | **Trial 2** | **Trial 3** |
| --- | --- | --- | --- | --- |
| *yw – HP1b^16^* | combined | **0.0185367** | **0.0003155** | 0.0516329 |
| *yw – HP1b^86^* | combined | 0.1401623 | **0.0095041** | **0.0208996** |
| *yw – HP1b^16^* | female | 0.1489* | 0.0655234 | 0.6461443 |
| *yw – HP1b^86^* | female | 0.08326* | 0.3038136 | 0.1633411 |
| *yw – HP1b^16^* | male | 0.0774069 | **0.002322*** | **0.0271581** |
| *yw – HP1b^86^* | male | 0.9943959 | **0.02742*** | 0.1146129 |

# Supplementary material for: HP1B is a euchromatic Drosophila HP1 homolog with links to metabolism
**Source:** PLoS One. 2018 Oct 22;13(10):e0205867. doi: 10.1371/journal.pone.0205867
**Supplement:** S2 Table

**S2 Table. Expanded GO analysis results I.** Output of the PANTHER Overrepresentation Test for the PANTHER GO-Slim Biological Process terms (PANTHER version 10.0) for the genes significantly upregulated in both *HP1b* mutant strains. p-values are Bonferroni-corrected. Lower level “child” terms that were omitted in Fig 8 are marked by *. Table entries above the thick line are over-represented in the gene set regulated by HP1B, entries below the line are under-represented.

| PANTHER GO-Slim term -Biological Process | # of genes in genome | Observed # of genes | Expected # of  genes | Fold enrich-ment | p-value |
| --- | --- | --- | --- | --- | --- |
| tricarboxylic acid cycle (GO:0006099) * | 27 | 7 | 1.01 | 6.92 | 1.67E-02 |
| cellular amino acid catabolic process (GO:0009063) * | 49 | 10 | 1.84 | 5.45 | 4.15E-03 |
| oxidative phosphorylation (GO:0006119) * | 55 | 10 | 2.06 | 4.85 | 1.08E-02 |
| phosphate ion transport (GO:0006817) * | 115 | 20 | 4.31 | 4.64 | 5.15E-06 |
| extracellular transport (GO:0006858) | 147 | 25 | 5.51 | 4.54 | 1.48E-07 |
| monosaccharide metabolic process (GO:0005996) * | 122 | 20 | 4.57 | 4.37 | 1.32E-05 |
| carbohydrate transport (GO:0008643) | 111 | 18 | 4.16 | 4.33 | 6.93E-05 |
| generation of precursor metabolites and energy (GO:0006091) | 287 | 45 | 10.75 | 4.18 | 3.66E-13 |
| response to toxic substance (GO:0009636) | 72 | 11 | 2.70 | 4.08 | 2.15E-02 |
| fatty acid metabolic process (GO:0006631) | 122 | 18 | 4.57 | 3.94 | 2.61E-04 |
| respiratory electron transport chain (GO:0022904) | 238 | 33 | 8.92 | 3.70 | 5.19E-08 |
| carbohydrate metabolic process (GO:0005975) | 492 | 65 | 18.44 | 3.53 | 6.33E-16 |
| lipid transport (GO:0006869) | 217 | 28 | 8.13 | 3.44 | 5.33E-06 |
| cellular amino acid metabolic process (GO:0006520) | 235 | 30 | 8.81 | 3.41 | 2.15E-06 |
| anion transport (GO:0006820) * | 144 | 17 | 5.40 | 3.15 | 8.51E-03 |
| lipid metabolic process (GO:0006629) | 693 | 75 | 25.97 | 2.89 | 5.98E-14 |
| steroid metabolic process (GO:0008202) | 159 | 17 | 5.96 | 2.85 | 2.76E-02 |
| ion transport (GO:0006811) | 492 | 52 | 18.44 | 2.82 | 7.42E-09 |
| cation transport (GO:0006812) | 378 | 38 | 14.16 | 2.68 | 1.28E-05 |
| proteolysis (GO:0006508) | 606 | 60 | 22.71 | 2.64 | 2.81E-09 |
| transport (GO:0006810) * | 1409 | 89 | 52.80 | 1.69 | 1.53E-04 |
| localization (GO:0051179) | 1462 | 89 | 54.78 | 1.62 | 6.87E-04 |
| metabolic process (GO:0008152) | 4996 | 295 | 187.21 | 1.58 | 7.08E-20 |
| primary metabolic process (GO:0044238) | 4149 | 233 | 155.47 | 1.50 | 8.54E-11 |
| regulation of biological process (GO:0050789) | 1104 | 19 | 41.37 | .46 | 9.28E-03 |
| nucleobase-containing compound metabolic process (GO:0006139) | 1694 | 25 | 63.48 | .39 | 1.24E-06 |
| regulation of transcription from RNA polymerase II promoter (GO:0006357)* | 487 | 3 | 18.25 | < 0.2 | 2.16E-03 |
| transcription from RNA polymerase II promoter (GO:0006366) * | 686 | 4 | 25.71 | < 0.2 | 1.74E-05 |
| transcription, DNA-dependent (GO:0006351) * | 729 | 4 | 27.32 | < 0.2 | 4.07E-06 |
| regulation of nucleobase-containing compound metabolic process (GO:0019219) * | 594 | 3 | 22.26 | < 0.2 | 5.99E-05 |
| RNA metabolic process (GO:0016070) * | 1039 | 4 | 38.93 | < 0.2 | 7.14E-11 |
| response to stress (GO:0006950) | 285 | 1 | 10.68 | < 0.2 | 4.70E-02 |

# Supplementary material for: HP1B is a euchromatic Drosophila HP1 homolog with links to metabolism
**Source:** PLoS One. 2018 Oct 22;13(10):e0205867. doi: 10.1371/journal.pone.0205867
**Supplement:** S3 Table

**S3 Table. Expanded GO analysis results II.** Output of the PANTHER Overrepresentation Test for the *GO Biological Process* terms (PANTHER version 10.0; GO Ontology database Released 2016-05-20) for the genes significantly upregulated in both *HP1b* mutant strains. p-values are Bonferroni-corrected. Table entries above the thick line are over-represented in the gene set regulated by HP1B, entries below the line are under-represented.

# Supplementary material for: HP1B is a euchromatic Drosophila HP1 homolog with links to metabolism
**Source:** PLoS One. 2018 Oct 22;13(10):e0205867. doi: 10.1371/journal.pone.0205867
**Supplement:** S4 Table

**S4 Table. 

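Of 18 tested genes of pigmentation and catecholamine metabolism, 1 was lower and 1 higher in the mean of both mutants at an adjusted p under 0.05 from limma (4 lower and 4 higher when adjusted over the list alone). The lower gene was yellow-f, which encodes an enzyme of melanin synthesis, at 92.8 and 73.1 FPKM in yw and between 20.1 and 33.6 FPKM in the mutants (log2 fold change -1.58, standard error 0.25, adjusted p = 0.0433 from limma). The higher gene was Dat, a dopamine N-acetyltransferase gene, with a log2 fold change of 2.06 (standard error 0.31, adjusted p = 0.0411 from limma). Of 11 heat shock and Turandot genes, 2 were lower and 1 higher (5 lower and 4 higher when adjusted over the list alone). The small heat shock genes Hsp67Bc and Hsp27 had log2 fold changes of -1.81 and -1.51, and the stress peptide gene TotA 1.15. Neither list passed limma's camera as a whole (adjusted p = 0.508 and 0.966), with medians of -0.56 and 0.25, the latter at -0.16 under scaling to TPM, where the median of all tested genes was -0.45, and at -0.08 under quantile normalization, and the single genes did not pass without any single yw or HP1b16 library. The terms of the table come from the PANTHER test that the paper ran on the genes lower in both mutants. Here neither list was enriched among the genes lower in the mean of both mutants by Fisher's exact test, in a set other than the paper's.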

Expanded GO analysis results III.** Output of the PANTHER Overrepresentation Test for the *GO Biological Process* terms (PANTHER version 10.0; GO Ontology database Released 2016-05-20) for the genes significantly downregulated in both *HP1b* mutant strains. p-values are Bonferroni-corrected. Table entries above the thick line are over-represented in the gene set regulated by HP1B, entries below the line are under-represented.

| GO biological process term – complete set | # of genes in genome | Observed # of genes | Expected # of  genes | Fold enrich-ment | p-value |
| --- | --- | --- | --- | --- | --- |
| phenol-containing compound biosynthetic process (GO:0046189) | 21 | 4 | .13 | 31.80 | 2.40E-02 |
| cuticle pigmentation (GO:0048067) | 23 | 4 | .14 | 29.03 | 3.42E-02 |
| organic hydroxy compound biosynthetic process (GO:1901617) | 48 | 6 | .29 | 20.87 | 1.41E-03 |
| developmental pigmentation (GO:0048066) | 75 | 6 | .45 | 13.36 | 1.81E-02 |
| pigmentation (GO:0043473) | 83 | 6 | .50 | 12.07 | 3.19E-02 |
| response to temperature stimulus (GO:0009266) | 130 | 7 | .78 | 8.99 | 3.87E-02 |
| organic hydroxy compound metabolic process (GO:1901615) | 130 | 7 | .78 | 8.99 | 3.87E-02 |
| Unclassified (UNCLASSIFIED) | 2707 | 9 | 16.21 | .56 | 0.00E00 |

How the deposited data were processed for this re-analysis (not part of the article)

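Whole larvae of instar 3 from the yw control strain and from the HP1b16 and HP1b86 mutant stocks were measured by RNA-seq, with 2 libraries per genotype and 6 libraries in all. The libraries were mapped to genotypes by the labels of the series, and HP1b itself was used to check them.

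The FPKM values are as deposited by the authors: per the labels and the paper's methods, reads were converted with bcl2fastq 2.18.0.12, trimmed with Trim Galore 0.4.1, aligned to the dm3 build with TopHat2 2.1.1, and turned into FPKM with Cufflinks 2.2.1. FPKM are fragments scaled by transcript length and by the fragments of the library. Whether a further scaling between libraries was applied is not stated, and neither is the gene annotation. The table has 16662 rows, of which 1604 were at 0 in every library and 626 held several overlapping genes under 1 value (567 among the tested ones). In 10 of its rows a library was at exactly 0 FPKM and another at 500 FPKM or more. The table holds no read numbers, so the depth of each library and the counting precision it gives cannot be computed from it, and the paper's methods state the reads collected per sample.

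The values were transformed to log2(FPKM + 1), and the 10986 rows with a mean of at least 1 FPKM were tested. Genotypes were compared in R 4.3.3 with limma 3.58.1 (a linear model with moderated variances and a mean-variance trend), with all 6 libraries in 1 fit, for HP1b16 against yw, HP1b86 against yw, the mean of both mutants against yw, and HP1b16 against HP1b86. The prior had 1.59 degrees of freedom. Adjusted p are from the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05, and, where stated, over the genes of a list alone. A gene counted as changed in both mutants when it passed in each with the same direction. The lines in a figure are means of 2 libraries, and the p-values measure the spread between the libraries of a genotype, which no source describes as separate collections of larvae.

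Both mutants were compared with the same yw libraries. What this alone gives was computed from 100 simulations in which the mutants did not differ from yw, with the overlap of independently drawn lists beside it. The yw libraries, 2 in number, would leave 1 for each mutant if split, and no test was made on a split; the correlation, covariance and same-sign share of the fold changes were also computed with a yw library of its own for each mutant, in both assignments.

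Gene lists were fixed before the data were examined: the Krebs cycle, respiratory complexes I, III and IV, ATP synthase, mitochondrially encoded genes, glycolysis, digestive carbohydrases, digestive serine proteases, fatty acid synthesis, beta-oxidation, lipid and sterol transport, ecdysteroid synthesis, cytochrome P450, glutathione S-transferases, peritrophins and chitin enzymes, larval cuticle, pupal cuticle, salivary glue and prepupal genes, ecdysone response, larval serum proteins, testis, male dosage compensation RNA, neuronal genes, cell cycle, muscle, hemocytes, antimicrobial genes, heat shock, oxidative stress, pigmentation, the HP1 family and heterochromatin, insulin signals, cytosolic ribosomal proteins and amino acid catabolism, 35 in all. Some of them stand for terms that the paper reports from these same libraries, so their tests are not independent of its result. The lists were tested with limma's camera at a preset correlation between genes of 0.01 and again with an estimated correlation, and by Fisher's exact test for enrichment among the genes higher or lower. Fisher's exact test was also used for the 6 chromosome arms and for the genes within 1 Mb of HP1b against the rest of the X. Positions came from the reference annotation by symbol or synonym, which placed 10888 of the tested rows (99.1%).

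The genes named were chosen by a rule written before the data were examined: the genes the paper names for the RNA-seq or the locus (with CG7246, which lies next to HP1b in the reference, where the paper writes CG7426 or CG7346); the 10 higher and the 10 lower genes with the smallest adjusted p in the mean of both mutants among those with all 4 mutant libraries on 1 side of both yw libraries, since no gene passed in both mutants; up to 4 members of each list past the threshold by the size of the change, or the 2 most abundant members where fewer than 2 pass; and the genes that differ between the mutants. CG3292 and Lsp2 in HP1b16 were named because 2 genes passed there, and kdn was named outside the rule after its values were seen.

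The procedure was tested on simulated data, with 200 changed genes in each of 20 runs over 10986 genes. At a log2 change of 1, 2, 3 and 4 it recovered 25.5%, 68.5%, 85.4% and 90.2% of the changed genes in HP1b16, 31.9%, 69.8%, 86.6% and 91.2% in HP1b86 and 40.5%, 74.5%, 90.1% and 92.6% in the mean of both mutants. False calls were 1.21%, 15.8% and 3.63% of the calls. Camera called 0 of 30 simulated lists without a shift, and it called the shifted list with both settings of the correlation. The simulated genes were drawn independently of each other, while the correlation estimated for complex I was 0.878. The simulation therefore does not show how either setting behaves for lists of correlated genes.

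The alternatives tried were a pseudocount of 0.1; no filter and a mean of at least 5 FPKM; scaling by median ratios, to TPM (the same total in each library) and by quantile normalization; only the groups of a comparison in the fit (each mutant with yw alone, and the difference from the mutants without yw); no mean-variance trend; the replicate number as a block; leaving out each library in turn, where the lone library of a genotype is assumed to vary like the others; list tests without genes that have near-identical copies; and a window of 2 Mb. Leaving out the 10 rows with a value of 0 described above, weighting each library by its estimated spread, and giving each mutant a yw library of its own were added after the data had been seen. No library was left out of the reported values.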

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

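The tests of larval age, of the share of male larvae and of absent transcripts were chosen only after the result was seen, as were the inclusion of lists that differ between the mutants and the choice of which lists count as outside the paper; both tests of the scaling were set before it, except that the condition on the lowest mutant library was added afterwards and left the outcome as it was.

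HP1b16 and HP1b86 differed from each other at 1 gene by limma's test of the difference, Lsp2 (adjusted p = 0.00491), which was listed at 0 in both HP1b16 libraries, at 16386 and 8705 FPKM in HP1b86 and at 7602 and 8239 FPKM in yw. At an unadjusted p under 0.05 from limma there were 868 genes. The 0 of Lsp2 may stand for a locus that the quantification left out, so it cannot be taken as a level. Without the abundant rows that hold such a 0, an alternative chosen after seeing the data, 0 genes differed. The number of genes that differed was 0 without any single yw library or without HP1b16 replicate 2, 3 without HP1b16 replicate 1, 2013 without HP1b86 replicate 1 and 5 without HP1b86 replicate 2. For Lsp2 itself the adjusted p from limma was 0.129 and 0.133 without yw replicate 1 and 2, which enter this difference only through the estimate of the spread, 0.0883 and 0.434 without HP1b16 replicate 1 and 2, and 0.000181 and 6.35e-05 without HP1b86 replicate 1 and 2.

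Camera's test of the difference called 5 lists as higher in HP1b16 than in HP1b86, given with the median log2 difference of their genes and the adjusted p: neuronal genes (0.56, adjusted p = 5.90e-10), ecdysone response (0.46, adjusted p = 1.31e-05), muscle (0.38, adjusted p = 9.03e-05), fatty acid beta-oxidation (0.16, adjusted p = 0.0453) and cell cycle and replication (0.13, adjusted p = 0.00814). It called 6 as lower: larval serum proteins (-6.39, adjusted p = 0.00420, with members listed at 0), digestive serine proteases (-1.15, adjusted p = 8.80e-11), antimicrobial genes (-0.61, adjusted p = 0.0125), heat shock and Turandot genes (-0.54, adjusted p = 0.00288), ribosomal proteins (-0.24, adjusted p = 4.75e-05) and hemocyte genes (-0.21, adjusted p = 0.0289). With an estimated correlation 0 of these 11 lists passed, and the adjusted p ran from 0.612 to 0.930. For insulin, adipokinetic and feeding signals the median lay below yw in both HP1b16 libraries (-0.10 and -0.12) and above it in both HP1b86 libraries (0.57 and 0.19); the median difference was -0.24, and the test of the difference did not pass (camera adjusted p = 0.0954).

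Among the lists taken as outside the paper's text and supplementary tables, 4 differed between the mutants and yw, as higher for larval cuticle (median log2 fold change 2.46, camera adjusted p = 1.39e-06), muscle (1.55, camera adjusted p = 6.88e-08) and ribosomal proteins (0.22, camera adjusted p = 0.00142), and as lower for the ecdysone response (-0.99, camera adjusted p = 0.000284). With an estimated correlation none of them passed (adjusted p = 0.496, 0.496, 0.755 and 0.496). The ribosomal list was at -0.19 with TPM, where the median of all tested genes was -0.45, and at -0.24 with quantile normalization, where that median was -0.15 and camera called the list as lower (adjusted p = 2.86e-05), and its call was lost without yw replicate 2 and without HP1b86 replicate 1.

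The medians of the energy metabolism, digestive protease and carbohydrase lists lay above yw, and that of the ecdysone response list below it, in all 4 mutant libraries, though the carbohydrases reached only 0.01 in HP1b16 replicate 2 and were at -0.13 in the mean of both mutants with TPM, where the median of all tested genes was -0.45. A scaling difference between libraries as the whole cause of the energy part is argued against by the 3 scalings, under which the median log2 fold change of the 195 energy genes was 0.55 or more in each mutant (0.40 in the lowest mutant library), while the ecdysone list stayed between -1.40 and -0.93 in the mean of both mutants. A difference in larval age at collection stays open: the ecdysone list lay at -0.74 or below in both mutants, but that list is part of the pattern and age goes with genotype, so an age difference and an effect of losing HP1b on these genes cannot be told apart. In 3 of 3 genotypes the library with the lower ecdysone mean had the higher energy mean, but in yw the energy means were 5.34 and 5.34 on the log2 scale, so this test of larval age within genotypes decides nothing. The mutant genotype itself is the biological explanation that the design gives, and the time of collection is not recorded.

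The 2 HP1b86 libraries lay 2.59 times as far apart as the yw libraries. Replicate 2 correlated at 0.887 with replicate 1, at 0.895 and 0.902 with the yw libraries and at 0.913 and 0.906 with the HP1b16 libraries. Replicate 1 correlated at 0.958 and 0.962 with the HP1b16 libraries. Replicate 2 thus did not group with its own replicate. Scaling is argued against, since after quantile normalization the 2 HP1b86 libraries lay 2.28 times as far apart as the yw libraries. A larger share of male larvae alone in replicate 2 is argued against too: the 30 testis genes differed by a median of 2.48 on the log2 scale (interquartile range 1.34 to 2.69), and the male RNAs roX1 and roX2 by 0.71 and 0.79, so that the testis median lies 1.69 above the larger of them. Older or larger testes, other differences in age or tissue, and a separate library batch stay open as untested; the labels of the HP1b86 libraries follow another naming scheme than those of the other 4, and no source states a batch. Beyond the share of male larvae no biological explanation was tested, since the labels name none between libraries of 1 genotype.

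In 10 rows of the table a library was at exactly 0 FPKM and another at 500 FPKM or more: Lsp1alpha, Lsp1beta, Lsp1gamma, Lsp2, Fbp1, Jon99Cii, Jon99Ciii and 3 rows of mitochondrial genes. Absence of the transcript is argued against for the 3 mitochondrial rows, since every cell needs these genes and the row of mt:Cyt-b was at 0 FPKM in HP1b16 replicate 2 and between 3675 and 5250 FPKM in the other libraries. For the storage protein genes and the 2 Jonah proteases this was not tested, and a value of 0 may stand for a locus that the quantification left out there as well as for an absent transcript. Lsp2 is thereby a call of HP1b16 whose value cannot be taken as a level, and without these 10 rows 0 genes passed in HP1b16 (2605 at an unadjusted p under 0.05, an alternative chosen after seeing the data). Beyond absence of the transcript in the mitochondrial rows, no biological explanation was tested.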

How the results depend on the processing

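The table holds no depth, so what depth limits cannot be tested here. Of 628 values for the 35 lists under the alternatives, 558 kept their direction and side of the threshold, 21 dropped below it, 23 passed it newly, 3 reversed and 23 untested or unpassed medians moved; of 1864 values for 117 named genes the numbers were 1335, 427, 66, 1 and 35. The 18 lists called in the mean of both mutants all remained under a pseudocount of 0.1, both filters, median ratios, no trend and the replicate block. With an estimated correlation 0 of 18, 21 and 18 list calls in HP1b16, HP1b86 and the mean remained. The correlation estimated for each list then replaces the preset one. It lay below the preset 0.01 for the cell cycle (-0.018) and hemocyte (-0.027) lists. Their calls in the difference between the mutants were lost as well (adjusted p = 0.612 for each from limma's camera with an estimated correlation). The loss of calls therefore does not show that correlation between genes made the list results. Of the 701 genes of the mean, 687 were still called with a pseudocount of 0.1, 410 without a filter, 520 with median ratios, 600 with TPM, 600 with quantile normalization and 615 without trend, and all 701 without each HP1b86 library in turn; none was with the replicate block or without any single yw or HP1b16 library, though all 701 kept their direction there. Unless stated, the cause was not tested.

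In the order HP1b16, HP1b86, both mutants, mean and difference between the mutants, the counts were 2, 443, 0, 701 and 1. A pseudocount of 0.1 gave 35 in HP1b16, 34 in both mutants (33 higher), 4 in the difference and 2 within 1 Mb of HP1b. No filter gave 1, 203 and 461 in HP1b16, HP1b86 and the mean, where more genes are tested. A mean of at least 5 FPKM gave 117 in HP1b16, 104 in both (94 higher), 2 enriched lists, 2 genes within 1 Mb, a share above yw in HP1b16 of 44.6% and a share higher in the mean of 68.7%, where fewer genes are tested. Median ratios gave 1 in HP1b86, 2 in the difference, and shares of 47.8% and 76.8%. TPM gave 292, 2071, 264 (218 higher) and 1214, with 5 enriched lists in both and 12 in the mean, 1 arm, 5 genes within 1 Mb, shares above yw of 27.5% and 19.8%, and 46.0% higher in the mean. TPM divides each library by its total, and these were highest in HP1b86. Quantile normalization gave 442, 828, 362 (262 higher), 1246 and 3, with 5 enriched lists in both and 15 in the mean, 5 genes within 1 Mb, 38.7% above yw in HP1b16 and 52.3% higher in the mean. The digestive carbohydrases reversed with TPM (-0.13), the ribosomal proteins with TPM (-0.19) and quantile normalization (-0.24, adjusted p = 2.86e-05 as lower; the medians of all tested genes were -0.45 with TPM and -0.15 with quantile normalization, so with TPM both lists stayed above it), and the complex I row of CG33493 and CG6463 with quantile normalization (-0.53).

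Only the groups of the comparison in the fit gave 2382 in HP1b16 and 0 in HP1b86, each with yw, and 0 in the difference, from the mutants without yw (2587 and 510 at an unadjusted p under 0.05). No trend gave 267 in HP1b86. The labels link libraries of different genotypes only by the replicate number. The differences between the 2 libraries of a genotype correlated at 0.074 for yw and HP1b16, -0.401 for yw and HP1b86, and -0.115 for HP1b16 and HP1b86. The -0.401 shows that the libraries of yw and of HP1b86 varied partly at the same genes, in opposite order of the numbers. Its cause was not tested, and the block is a check only. The replicate block gave 0 in HP1b16, HP1b86, the mean and the difference, and 0 enriched lists (1839, 2382, 2508 and 467 genes at an unadjusted p under 0.05 from limma).

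Leaving out 1 library at a time gave from 0 to 2381 in HP1b16, 0 to 4680 in HP1b86, 0 to 2129 in both (0 to 1419 higher), 0 to 5052 in the mean and 0 to 2013 in the difference. The enriched lists ran from 0 to 18 in both and in the mean, genes within 1 Mb from 0 to 34 and arms from 0 to 1 in both and 0 to 2 in the mean, where the 0 of the lists and of the 1 Mb comes from the yw and HP1b16 libraries, without each of which no gene passed in both or in the mean. Where any gene passed, the share higher in the mean ran from 44.4% to 72.0%. The correlation of the mutants ran from 0.580 to 0.887; it was 0.746 and 0.818 with a yw library of its own for each mutant, chosen after seeing the data. The shares above yw ran from 39.8% to 42.1% in HP1b16 and from 43.7% to 62.2% in HP1b86. The lists that were lost were the ribosomal proteins without yw replicate 2 and without HP1b86 replicate 1. The other 2 alternatives chosen after seeing the data gave 0 in HP1b16 and 0 in the difference without the 10 rows at 0, and with library weights 2401 in HP1b16, 2 in HP1b86, 2 in both (1 higher), 1698 in the mean and 16 enriched lists.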

Differences from the paper's values

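The paper's values were obtained with Cuffdiff from the reads at a false discovery rate of 0.05, and those here with limma from the deposited FPKM at an adjusted p of 0.05. In HP1b16 the paper gives 2179 changed genes, and 2 passed here. Of the alternatives set before the data were examined, HP1b16 fitted with yw alone (2382), without HP1b86 replicate 1 (2381) and without HP1b86 replicate 2 (2368) lie within 1.5 times the paper's value; a pseudocount of 0.1 (35), no filter (1), a mean of at least 5 FPKM (117), median ratios (2), TPM (292), quantile normalization (442), no trend (2), the replicate block (0) and leaving out any yw or HP1b16 library (0 to 3) do not. Weighting each library by its spread gave 2401 and was chosen after seeing the values; how many of the paper's own genes it drops cannot be counted, since the paper's gene lists are not at hand.

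In HP1b86 the paper gives 934 changed genes, and 443 passed here. Quantile normalization (828) lies within 1.5 times the paper's value; a pseudocount of 0.1 (592), no filter (203), a mean of at least 5 FPKM (608), median ratios (1), TPM (2071), HP1b86 with yw alone (0), no trend (267), the replicate block (0), leaving out any yw or HP1b16 library (0), without HP1b86 replicate 1 (579) and without HP1b86 replicate 2 (4680) do not.

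In both mutants the paper gives 763 changed genes, and 0 passed here in limma, with 1983 at an unadjusted p under 0.05 in each and the same direction. No alternative lies within 1.5 times the paper's value: a pseudocount of 0.1 gave 34, a mean of at least 5 FPKM 104, TPM 264, quantile normalization 362, and the libraries left out 446 (HP1b86 replicate 1) and 2129 (HP1b86 replicate 2), and no filter, median ratios, each mutant with yw alone, no trend, the replicate block and every other library left out gave 0.

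The paper has more genes up than down in HP1b86 over all genes, while here 50.5% of the 10986 tested genes lay below yw; 52.8% lay above with a mean of at least 5 FPKM, 52.1% with median ratios, 56.5% without yw replicate 1 and 62.2% without HP1b86 replicate 1, and under 50% in the other settings, down to 19.8% with TPM (43.7% without HP1b86 replicate 2), so the side depends on the setting. In HP1b16 it has more down than up, and here 59.2% lay below. Among genes higher in both mutants, the paper's slim terms for the Krebs cycle, oxidative phosphorylation and amino acid catabolism were enriched. Here 0 of 29 Krebs cycle, 0 of 32 complex I and 2 of 23 amino acid catabolism genes were among the 514 higher in the mean. These lists were not enriched, in a set and with lists other than the paper's. The paper finds no enriched slim term among the lower genes, and here 2 of the 35 lists were enriched among the 187 genes lower in the mean of both mutants, a set and lists other than the paper's: the ecdysone response (6 of 21 members, adjusted p = 3.45e-05 by Fisher's exact test) and the insulin, adipokinetic and feeding signals (3 of 14, adjusted p = 0.0269 by Fisher's exact test). In its full set of terms the paper does report enriched ones among the lower genes, with pigmentation and response to temperature stimulus among them. Here the 187 genes held 1 of 18 genes of pigmentation and catecholamine metabolism. They held 2 of 11 heat shock and Turandot genes (adjusted p = 0.167 by Fisher's exact test). Neither list was enriched.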

Other observations

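Of 11 pupal cuticle genes, 1 was higher in the mean of both mutants at an adjusted p under 0.05 from limma (3 higher and 2 lower when adjusted over the list alone): Acp1, with a log2 fold change of 2.82 (standard error 0.20, adjusted p = 0.0268 from limma, higher in 4 of 4 mutant libraries). The list had a median of 1.15 and a camera adjusted p of 0.0525, which ran from 0.000545 with TPM to 0.745 with a mean of at least 5 FPKM. Of 11 salivary glue and prepupal genes, 2 were higher and 1 lower (3 and 2 over the list alone): ng1 with 4.98 (standard error 0.62, adjusted p = 0.0359 from limma), ng2 with 4.04 (standard error 0.49, adjusted p = 0.0350 from limma) and Eig71Eg with -2.61 (standard error 0.35, adjusted p = 0.0360 from limma); the list had a median of -0.68 (camera adjusted p = 0.508). Of 6 larval serum protein rows, 1 was lower, Lsp2, and 5 of the 6 hold values of 0 in some library, so no level is given (camera adjusted p = 0.201). None of these single genes passed without any single yw or HP1b16 library.

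Of 13 hemocyte genes, NimC2, which encodes a phagocytosis receptor, was lower (log2 fold change -1.71, standard error 0.21, adjusted p = 0.0351 from limma; 3 lower over the list alone), with a list median of 0.14 (-0.27 with TPM and -0.07 with quantile normalization, where the medians of all tested genes were -0.45 and -0.15; camera adjusted p = 0.938). None of the 16 antimicrobial genes passed in limma (5 at an unadjusted p under 0.05); their median was -0.04, on the other side of 0 under median ratios (0.01), and the camera adjusted p was 0.800. None of the 20 neuronal genes passed either (3 at an unadjusted p under 0.05), with a median of -0.12 in the mean of both mutants (camera adjusted p = 0.209) and of -0.40 in HP1b86 (camera adjusted p = 0.00133, and adjusted p = 0.519 with an estimated correlation); without yw replicate 1 and without HP1b86 replicate 1 the mean's camera adjusted p was 0.00248 and 0.0478. None of the 3 male dosage compensation genes passed (0 at an unadjusted p under 0.05), with a median of 0.10 that was -0.29 with TPM, again above that of all tested genes (camera adjusted p = 0.508). Beside HP1b the paper names APC4 and a gene written CG7426 in its text and CG7346 in the caption of its Fig 1, and neither the table nor the reference holds the symbol CG7426; the genes on either side of HP1b in the reference are CG7246 and APC4. CG7246 had a log2 fold change of 0.59 (standard error 0.12, adjusted p = 0.0556 from limma) and APC4 of 0.25 (standard error 0.12, adjusted p = 0.241 from limma), and RpL32 had 0.30 (standard error 0.19, adjusted p = 0.371 from limma).

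Genes changed in the mean of both mutants were 124 of 1732 on the X (7.16%) against 6.23% elsewhere (adjusted p = 0.350 by Fisher's exact test), and no arm passed. Within 1 Mb of HP1b, 18 of 161 genes had changed against 105 of 1570 on the rest of the X (odds ratio 1.76, p = 0.0509 by Fisher's exact test), and within 2 Mb 30 of 298 against 93 of 1433 (odds ratio 1.61, p = 0.0347 by Fisher's exact test, not corrected for the number of windows). Without HP1b86 replicate 1 and without HP1b86 replicate 2, 2 arms passed in the mean of both mutants.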
